# NOD1 deficiency impairs CD44a/Lck as well as PI3K/Akt pathway

**DOI:** 10.1038/s41598-017-03258-y

**Published:** 2017-06-07

**Authors:** Yi Wei Hu, Xiao Man Wu, Shi Si Ren, Lu Cao, Pin Nie, Ming Xian Chang

## Abstract

Pattern recognition receptors (PRRs) are crucial for host defense and tissue homeostasis against infecting pathogens. PRRs are highly conserved cross species, suggesting their key roles in fundamental biological processes. Though much have been learned for NOD1 receptor in the innate and adaptive immune responses, the roles of NOD1 during embryonic and larval stages remain poorly understood. Here, we report that NOD1 is necessary for the modulation of PI3K-Akt pathway and larval survival in zebrafish. Transcriptome analysis revealed that the significantly enriched pathways in *NOD1* ^−/−^ zebrafish larvae were mainly involved in metabolism and immune system processes. Biochemical analysis demonstrated that NOD1 was required for the expression of CD44a that, in turn, activated the PI3K-Akt pathway during larval development. Conversely, over-expression of CD44a in NOD1-deficient zebrafish restored the modulation of the PI3K-Akt pathway and improved larval survival. Collectively, our work indicates that NOD1 plays a previously undetected protective role in larval survival through CD44a-mediated activation of the PI3K-Akt signaling.

## Introduction

NOD-like receptors (NLRs) are a large family of intracellular pattern recognition receptors (PRRs) with a characteristic arrangement of nucleotide-binding domain (NBD) and leucine-rich repeat (LRR) regions. The most prominent function of NLRs is to recognize intracellular pathogen-associated molecular patterns (PAMPs)^1^. Phylogenetic analysis has revealed 3 distinct subfamilies within the NLR family: the NODs (NOD1-2, NOD3/NLRC3, NOD4/NLRC5, NOD5/NLRX1, CIITA), the NLRPs (NLRP1-14, also called NALPs) and the IPAF subfamily consisting of IPAF (NLRC4) and NAIP^2, 3^. Of them, NOD1 is the first characterized NLR member^4^. In mammals, NOD1 senses D-glutamyl-meso-diaminopimelic acid (DAP), a fragment of bacterial peptidoglycan (PGN) found in all Gram-negative bacteria and a few Gram-positive bacteria^5, 6^. Upon ligand binding, NOD1 interacts with receptor-interacting protein 2 (RICK/RIP2) through CARD-CARD domain interaction, which triggers the activation of NF-κB and MAPK (mitogen-associated protein kinase) pathways^7, 8^. These signaling cascades potently up-regulate the production of pro-inflammatory cytokines and antimicrobial molecules, constituting the innate immune response.

Significant advances have been achieved regarding the function of NOD1 signaling pathway, including its role in innate immune responses to bacterial and protozoan parasite infections^9, 10^, in shaping adaptive immune responses towards bacteria and bacterial-derived constituents^11, 12^, and in autophagy and inflammatory signaling in response to invasive bacteria^13, 14^. NOD1 signaling was also reported to be involved in insulin resistance in mammalian adipocytes^15–17^. In contrast, very little is known about the role and mechanisms of NOD1 in early stage of ontogeny, although one recent report found that the activation of NOD1 signaling induced fetal growth restriction and death in mice^18^.

NOD1 genes have been cloned from rainbow trout^19^, goldfish^20^, orange-spotted grouper^21^, olive flounder^22^, channel catfish^23, 24^, rohu^25^ and grass carp^26^. The teleost NOD1 has a structure with signature conserved domains similar to the mammalian counterpart. Experiments entailing loss-of-function or gain-of-function studies indicate that piscine NOD1 is crucial for the expression of pro-inflammatory cytokines^19, 22^ and a shared antibacterial function^22, 27^. In zebrafish, morpholino-mediated depletion of NOD1 does not affect embryonic development and larval survival rate, even in response to bacterial infection. However, the splice-blocking morpholino may not penetrate target cells at late stages of zebrafish larvae^27^. Whether piscine NOD1 contributes to immune defense and relevant mechanism during early embryonic development and larval survival remains to be resolved.

CD44 is a transmembrane adhesion molecule and the major receptor for hyaluronan. In addition to the crucial role of mediating T-cell extravasation^28, 29^, regulating effector T-cell responses^30^ and T-cell development^31^, CD44 also activates the PI3K-Akt pathway which is associated with cell survival in various cell types including leukemia^32^ and T-cell^33^. NLRs and Toll-like receptors (TLRs) have shaped our current understanding of innate regulation of adaptive immunity^34^. Recent studies have identified a cross talk among CD44, TLRs and the PI3K-Akt pathway in pathological conditions^35, 36^. However, whether the functional correlation among NOD1, CD44 and PI3K-Akt pathway exists in the immune system, especially during early ontogenesis, is still unclear.

Our previous report showed the high expression of NOD1 in the embryonic and larval stage of zebrafish^37^. This promoted us to generate *NOD1* ^−/−^ zebrafish, to establish whether NOD1 deficiency affects hatching process and larvae survival in the early ontogenesis, and to determine the possible molecular mechanisms. In addition, we conducted rescue experiments to investigate the correlation between NOD1 and CD44 receptors. The current study highlights NOD1 is essential for CD44a-mediated activation of the PI3K-Akt pathway and zebrafish larval survival.

## Results

### Generation of NOD1 knockout zebrafish using the Cas9/gRNA system

Previous studies have shown that the Cas9/gRNA system efficiently executes site-specific cleavage, and is a highly effective and scalable gene knockout method in zebrafish *in vivo* ^38, 39^. To study the function of NOD1, we employed the Cas9/gRNA system to generate NOD1 knockout zebrafish. A gRNA with 23-bp “target sequence” (Fig. 1a) was designed, which starts with two GG residues at the 5′ end for efficient transcription from the T7 promoter and ends with the protospacer adjacent motif (PAM) NGG at the 3′ end, which is indispensable for Cas9 binding and cleavage^40^. Cas9 mRNA and NOD1 gRNA were microinjected into one-cell embryos of zebrafish. The results from sequencing of PCR fragments from a single zebrafish about 2 months old revealed two or more peaks at the same location. As expected, the Cas9/gRNA-mediated mutations occurred at or near the target site (Fig. 1b). A group of representative mutations was presented in Fig. 1b, including insertions of 1-2 base-pairs (*NOD1-1IS* ^−/−^ and *NOD1-2IS* ^−/−^). We further produced homozygotic *NOD1-1IS* ^−/−^ mutants through self-fertilization of heterozygotes that was confirmed by sequencing (Fig. 1c).

**Figure 1:**
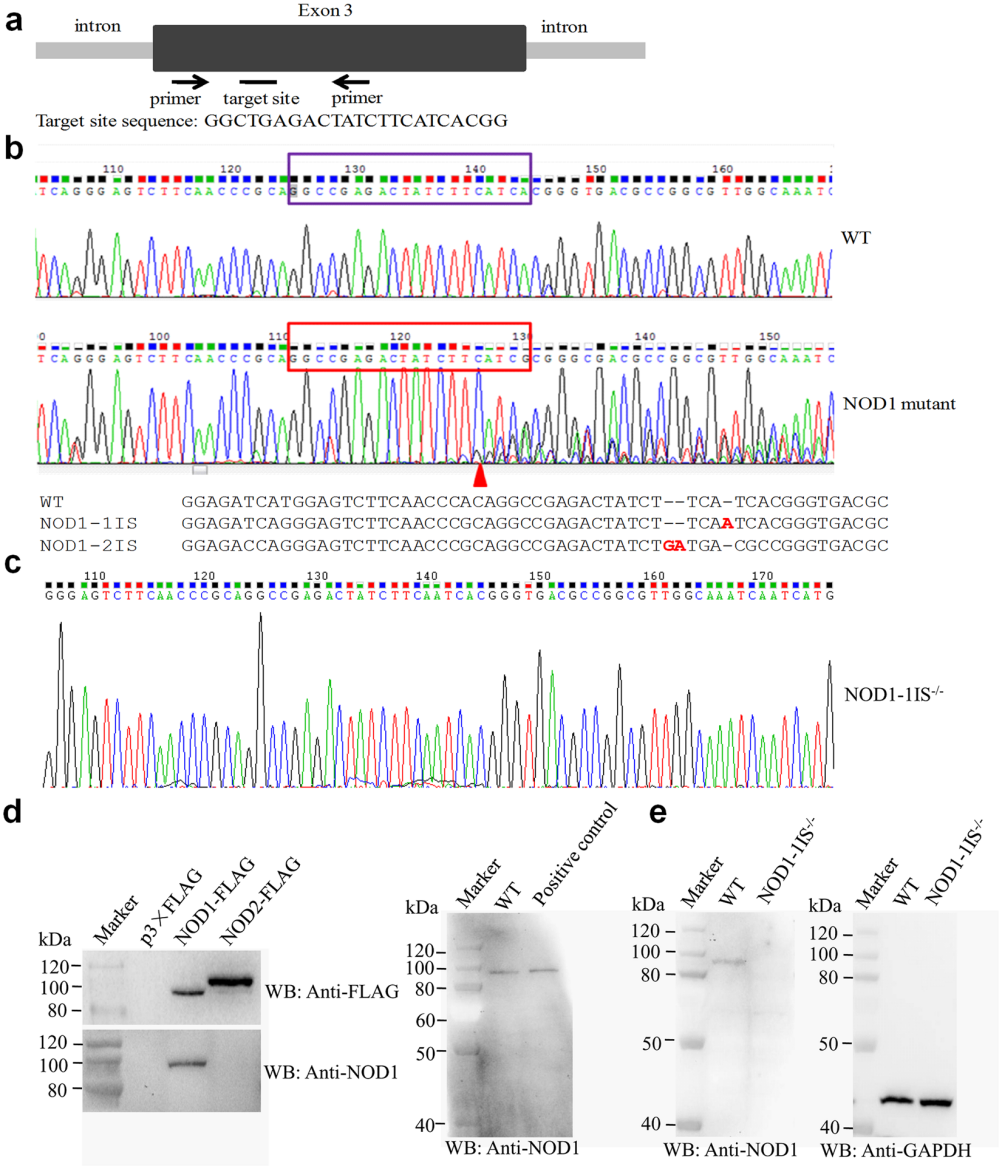
Cas9/gRNA induces indels in the NOD1 locus in zebrafish. (**a**) Cartoon showing the position of the target site and its sequence in the NOD1 locus in zebrafish. (**b**) Representative Sanger sequencing results of the PCR amplicons from the adult zebrafish induced by Cas9/ gRNA in the targeted NOD1 locus. PCR fragments were amplified and cloned into the pMD18-T vector from an individual zebrafish for Sanger sequencing. Insertion is highlighted in red. (**c**) Representative Sanger sequencing results of the PCR amplicons from homozygous mutations with 1 bp (*NOD1-1IS* ^−/−^). (**d**) NOD1 antibody specificity. Specificity of NOD1 monoclonal antibody was determined by immunoblot analysis of exogenous (left) and endogenous protein with the protein size of NOD1-FLAG as positive control (right). The lane labelled with p3 × FLAG is used as negative control, whose protein sample is from EPC cells transfected with p3 × FLAG empty plasmid. (**e**) NOD1 expression in wild-type (WT) zebrafish and homozygous mutations with 1 bp insertion (*NOD1-1IS* ^−/−^). Knockout of NOD1 was examined by analyzing NOD1 expression using immunoblotting with NOD1 monoclonal antibody in the WT and *NOD1-1IS* ^−/−^ larvae at 10 dpf.

To confirm the deletion of NOD1 in zebrafish by western blotting, we generated an anti-NOD1 monoclonal antibody. Antibody specificity was verified by immunoblotting against transfected NOD1-FLAG or another NLR protein NOD2-FLAG. NOD1 antibody detected a strong band corresponding to the exogenous FLAG-tagged NOD1 (left in Fig. 1d). Using the NOD1-FLAG construct as a positive control, we detected a protein of similar size in wild-type (WT) zebrafish larvae. These results clearly demonstrate that NOD1 antibody specifically detect endogenous NOD1 protein in zebrafish (right in Fig. 1d). After confirming the specificity of zebrafish NOD1 antibody, we examined the effect of the *NOD1-1IS* ^−/−^ mutation on NOD1 protein expression by western blotting in NOD1 WT and knockout zebrafish larvae. The band corresponding to WT NOD1 protein (of ~100 kDa) was not detected in homozygous *NOD1-1IS* ^−/−^ mutants (left in Fig. 1e). This indicates that the Cas9/gRNA-mediated mutation ablates the expression of NOD1 in zebrafish.

### Loss of NOD1 in zebrafish impairs embryo hatching and larval survival

Our previous report concerning the constitutive expression of NOD throughout zebrafish development^37^ suggests that NOD genes have important functions in developmental processes. Hatching is a critical period for zebrafish embryogenesis. We thus evaluate the effect of NOD1 in zebrafish hatching process. At 2 days post-fertilization (dpf), only 4.9% of the WT zebrafish embryos hatched out of the chorion, and no statistical difference existed between the WT and *NOD1-1IS* ^−/−^ zebrafish. At 3 dpf, over 90% of the WT zebrafish embryos hatched out of the chorion, whereas *NOD1-1IS* ^−/−^ zebrafish embryos hatched at a significantly decreased rate of 28.9% (Fig. 2a and b). At 4 dpf, all the WT and *NOD1-1IS* ^−/−^ zebrafish embryos hatched out of the chorion, and the hatching rate increased to 84.4% in the *NOD1-1IS* ^−/−^ zebrafish embryos, indicating a delayed hatching process (Fig. 2b). Therefore, the pivotal period of NOD1 affecting embryo hatching happened at 3 and 4 dpf. Notably, NOD1 deficiency also impacts the embryo survival rate, and the deaths occurred mainly within the first day after fertilization (Fig. 2c).

**Figure 2:**
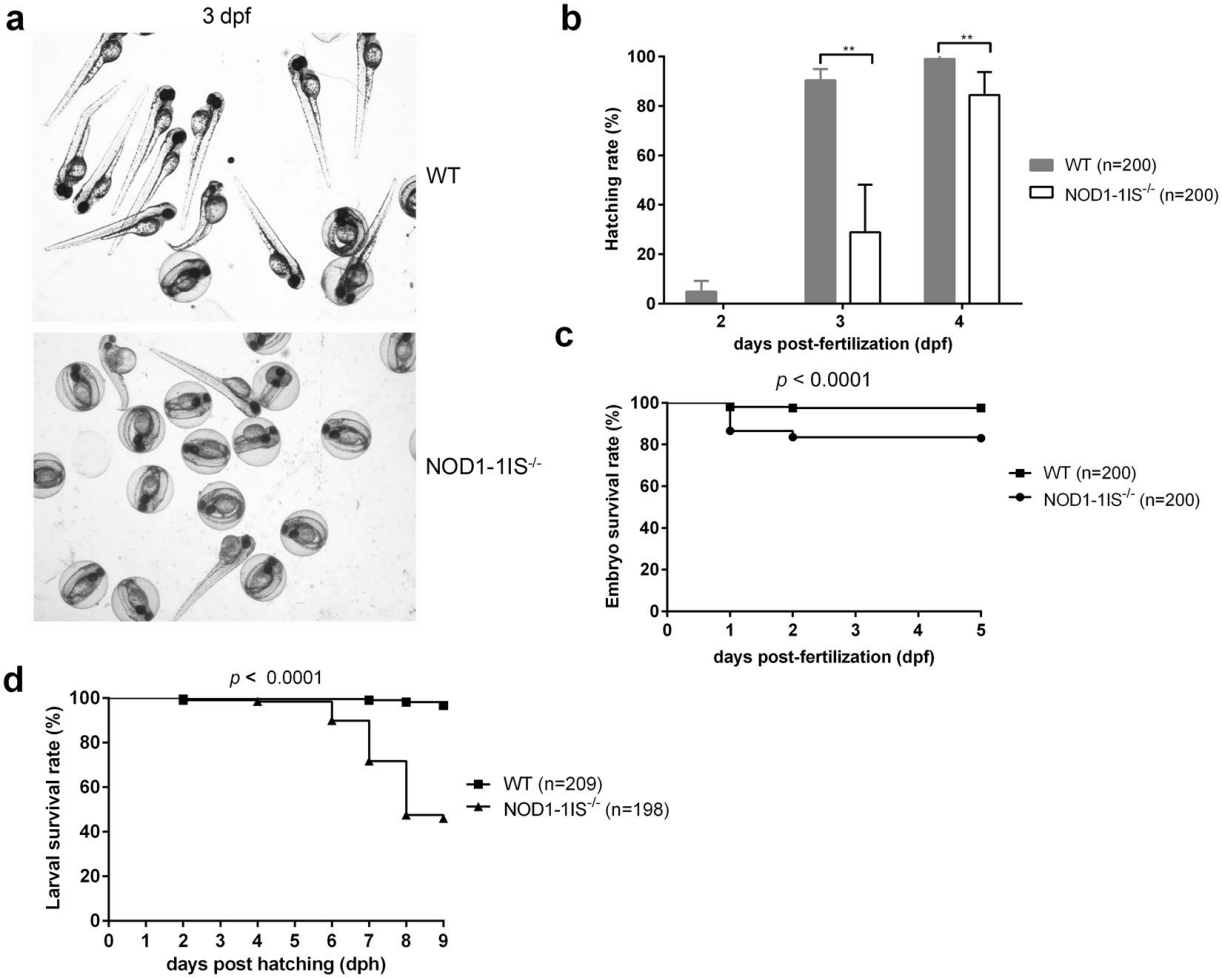
NOD1 is critical for embryo hatching and larvae survival. (**a**) The images of embryos and larvae from WT and *NOD1-1IS* ^−/−^ zebrafish at 3 days post-fertilisation (dpf). (**b**) The hatching rate of WT and *NOD1-1IS* ^−/−^ zebrafish at 2, 3 and 4 dpf (n = 4, each with 50 embryos). Data represent the mean ± the SEM, and were tested for statistical significance using two-tailed Student’s t-test. **p < 0.01. (**c**) The embryo survival curves of WT and *NOD1-1IS* ^−/−^ zebrafish (n = 4, each with 50 embryos). (**d**) The larval survival curves of WT and *NOD1-1IS* ^−/−^ zebrafish (n = 4, each with 49~52 larvae). The survival curves were compared statistically significant difference using the Log-Rank Test.

The hatched larvae from WT and *NOD1-1IS* ^−/−^ zebrafish were used for survival analysis. We found that survival of the *NOD1-1IS* ^−/−^ zebrafish, compared to WT zebrafish, was similar during 1~5 days post-hatching (dph), slightly decreased at 6 dph, and greatly reduced at 7~9 dph (Fig. 2d). The death of *NOD1-1IS* ^−/−^ zebrafish peaked roughly at 5~8 dph. Overall, the survival rate of *NOD1-1IS* ^−/−^ zebrafish is significantly lower than that of WT zebrafish (Fig. 2d). Taken together, our results show that NOD1 deficiency in zebrafish impairs embryo hatching and larvae survival.

### Comparative transcriptome analysis reveals that NOD1 deficiency affects larval metabolism and immune system processes

To investigate the possible mechanism that NOD1 impacts larval survival in zebrafish, we performed transcriptome analysis to explore NOD1-related signaling pathways. Zebrafish larvae from WT and *NOD1-1IS* ^−/−^ were collected at 10 dpf (7 dph), when the survival rate of WT and *NOD1-1IS* ^−/−^ zebrafish larvae started to diverge significantly. The results showed that a total of 863 out of 40137 genes were considered to be differentially expressed (363 upregulated and 500 downregulated) when *p* value ≦ 0.05 and |logFC| ≧ 1 were set as the cut-off limits (Fig. 3a and b). Based on NR annotations, the Gene Ontology (GO) classification system was used to classify the possible functions of differentially expressed genes. A total of 272 genes (31.52%) were successfully assigned to at least one GO term annotation. For the molecular function category, the top two largest categories were “binding” and “catalytic activity” (Fig. 3c). We also performed an enrichment analysis of the KEGG pathways for all differentially expressed genes. The significantly enriched pathways were mainly involved in metabolism including “Metabolism of other amino acids”, “Xenobiotics biodegradation and metabolism”, “Lipid metabolism”, “Metabolism of cofactors and vitamins”, “Energy metabolism”, and involved in immune system including “Antigen processing and presentation” and “NOD-like receptor signaling pathway” (Supplementary Table S1).

**Figure 3:**
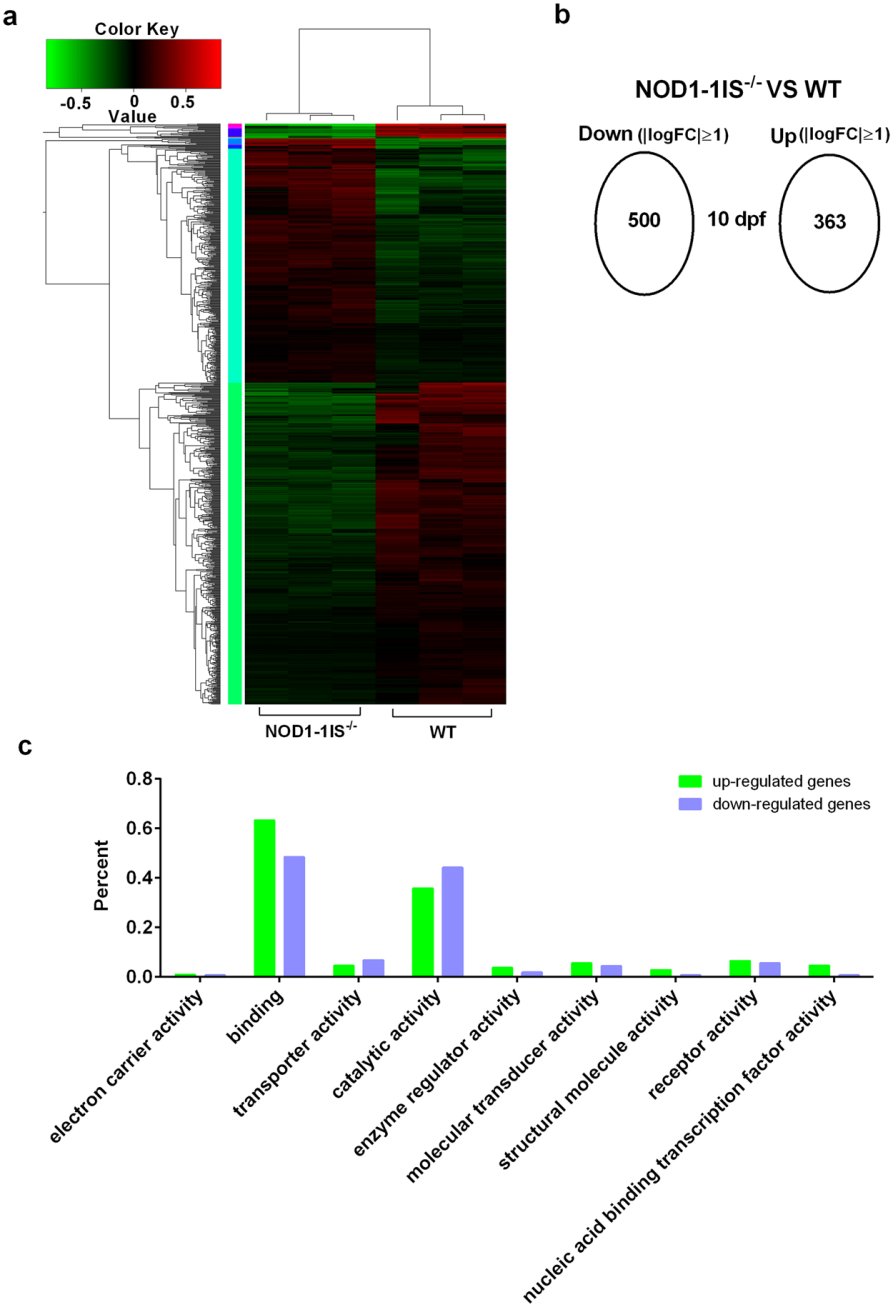
RNAseq profiling in WT vs *NOD1-1IS* ^−/−^ zebrafish larvae. (**a**) Heatmap analysis for transcriptomic data from the WT and *NOD1-1IS* ^−/−^ zebrafish larvae collected at 10 dpf. (**b**) Overview of transcriptomic data. (**c**) The molecular function category for differentially expressed genes.

Comparative transcriptome analysis showed that 31 NLRs containing NACHT and LRR domains were differentially regulated by NOD1 (Fig. 4a). Since the expansion of NLR-encoding genes has been described in the zebrafish^41, 42^, we further examined the phylogenetic relationship of these differentially expressed NLRs and NODs subfamily. The result of phylogenetic analysis showed these differentially expressed NLRs regulated by NOD1 were mainly the homologues of NOD3 (Fig. 4b). 22 NLR genes were also selected and used for qRT-PCR validation. PCR amplification showed that all qRT-PCR primers produced single fragments of the expected lengths (109~410 bp). Except for gene2604, gene1133, gene33648, gene26693, gene1131, gene1132 and gene12961, the expression of other 15 NLRs was in agreement with their transcript abundance changes determined by RNA-seq (Fig. 4c and a). Some data is not very consistent between RNA-seq and qRT-PCR, such as gene1133 and gene26693, which may be due to different batch samples or different calculation method for measuring gene expression. Besides NLRs, NOD1 also regulated the expression of tripartite motif proteins (15 DEGs) and immunity-associated proteins (17 DEGs) (Supplementary Fig. S1).

**Figure 4:**
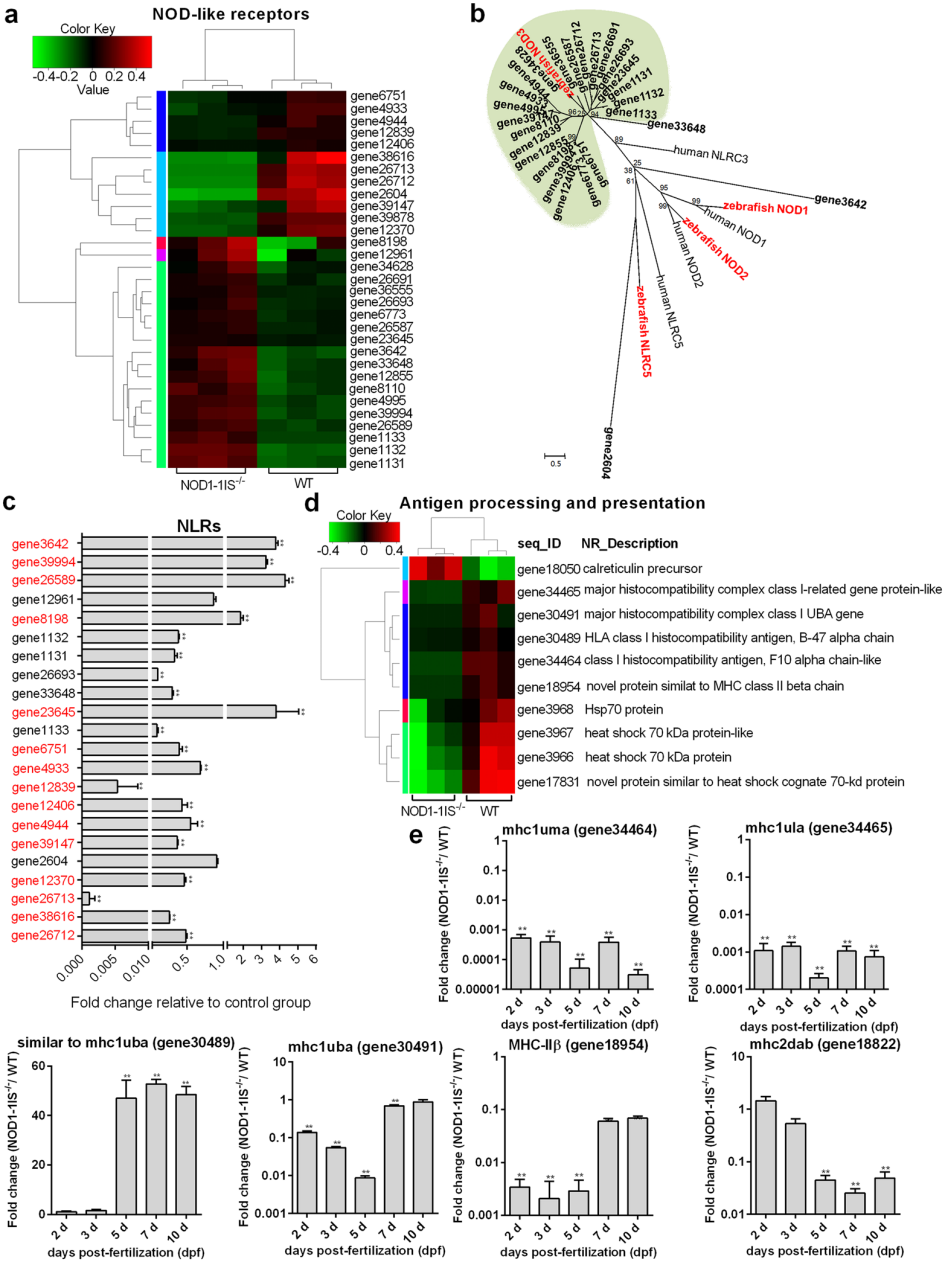
NOD1 is critical for innate and adaptive immunity during larval development. (**a**) The gene cluster for “NOD-like receptors”. At the top of this panel, a color key denotes the gradient scale of gene expression from low (green) to high (red) degrees. (**b**) Phylogenetic tree of NOD-like receptors. Phylogenetic relationships were based on amino acid alignments. Bootstrap values based on 10,000 replicates are indicated on each branch. The evolutionary history was inferred using the neighbor joining method. All positions containing gaps and missing data were eliminated from the dataset (pairwise deletion). Accession numbers of other NLR sequences from NCBI databases are as follows: zebrafish NOD2, NP_001314973; zebrafish NOD3, XP_003201049; zebrafish NLRC5, XP_003200494; human NLRC3, ACP40993; human NLRC5, NP_115582; human NOD1, AAD28350; human NOD2, AAG33677. (**c**) Validation of transcriptome sequencing results by quantitative RT-PCR. Those genes with the same expression tendency between RNA-seq and qRT-PCR are in red. Data represent the mean ± the SEM, and were tested for statistical significance using two-tailed Student’s t-test. **p < 0.01. (**d**) The gene cluster for “Antigen processing and presentation”. At the top of this panel, a color key denotes the gradient scale of gene expression from low (green) to high (red) degrees. (**e**) The expression changes of MHC class I and II genes in the *NOD1-1IS* ^−/−^ zebrafish compared with WT. 30~50 embryos or larvae from WT and *NOD1-1IS* ^−/−^ zebrafish were collected at 2, 3, 5, 7 and 10 dpf, and used for qRT-PCR. Data represent the mean ± the SEM, and were tested for statistical significance using two-tailed Student’s t-test. **p < 0.01.

Comparative transcriptome analysis showed that a total of 10 genes involved in “Antigen processing and presentation” pathway, which include *calreticulin* (gene18050), *major histocompatibility complex class I-related gene protein-like* (gene34465), *major histocompatibility complex class I UBA gene* (gene30491), *HLA class I histocompatibility antigen, B-47 alpha chain* (gene30489), *class I histocompatibility antigen, F10 alpha chain-like isoform X1* (gene34464), *novel protein similat to MHC class II beta chain* (gene18954) and 4 *Hsp70* genes (gene3968, gene3967, gene3966 and gene17831), were differentially regulated by NOD1 (Fig. 4d). Except for *calreticulin*, the expression levels of other 9 DEGs were significantly weakened in *NOD1-1IS* ^−/−^ zebrafish larvae.

Although adaptive immunity is absent in the early zebrafish embryo and not functionally mature until at least 2 to 3 weeks postfertilization^43^, zebrafish larvae within 10 dpf have a constitutive expression for the above mentioned 5 MHC related genes and *mhc2dab* (gene18822)^44^. To further confirm the transcriptional regulation of NOD1 on the MHC class I and II genes, the expression patterns of 6 selected MHC related genes were furtherly studied in zebrafish embryo and larvae by qRT-PCR. Unexpectedly, the expression of *similar to mhc1uba* (gene30489) was up-regulated at *NOD1-1IS* ^−/−^ zebrafish larvae, whereas the expression of *mhc1uma* (gene34464), *mhc1ula* (gene34465), *mhc1uba* (gene30491), *MHC-IIβ* (gene18954) and *mhc2dab* (gene18822) were greatly attenuated at *NOD1-1IS* ^−/−^ zebrafish embryo and/ or larvae (Fig. 4e). These results show that NOD1 regulates the expression of MHC class I and II genes involved in “Antigen processing and presentation”.

Previous study showed that mammalian NOD1 was critically involved in the activation of NF-κB and MAPK^8^. However, comparative transcriptome analysis demonstrated that the conventional NF-κB and MAPK immune signaling pathways were normal in the *NOD1-1IS* ^−/−^ zebrafish larvae. To confirm the unchanged activities of NF-κB and MAPK, we performed qRT-PCR for NF-κB and MAPK target genes by using RNA from WT and *NOD1-1IS* ^−/−^ zebrafish larvae at 10 dpf. Most target genes including *nfkb1*, *nfkbiaa*, *nfkbiab*, *MAPK1*, *MAPK7*, *MAPK8*, *MAPK10* and *MAPK14* remained unchanged, except for the decreased expression of *nfkb2* and *MAPK3* (Supplementary Fig. S2). These results show that NOD1 deficiency did not significantly affect NF-κB and MAPK pathways at the transcriptional level.

### PCR arrays and western blotting reveal that NOD1 is critical for CD44a/Lck as well as PI3K/Akt pathway

The above results indicate that NOD1 deficiency affects larval immune system. Since 32% inconsistent expression exists between RNA-seq and qRT-PCR, we further validate the expression difference of innate and adaptive immune genes between WT and *NOD1-1IS* ^−/−^ zebrafish collected at 10 dpf by our previous custom RT^2^ Profiler PCR arrays^44^. This array contains a total of 372 genes involved in Type I interferon response, Toll-like receptor signaling, JAK/ STAT signaling, T-Cell & B-cell activation, antibacterial and antiviral responses. The array analysis revealed that 11 genes were up-regulated and 15 genes were down-regulated in *NOD1-1IS* ^−/−^ zebrafish. Among them, *NALPL1* and *CD44a* were the top two down-regulated in *NOD1-1IS* ^−/−^ zebrafish, with a decrease in expression of 122- and 1534-fold, respectively (Fig. 5a). The tyrosine kinase *Lck*, which associated with *CD44*, was also down-regulated in *NOD1-1IS* ^−/−^ zebrafish (Fig. 5a). Since the expression tendency of *NALPL1* and *CD44a* from PCR arrays was inconsistent with transcriptome data, we further examined the expression of *NALPL1* and *CD44a* at more time points with more biological replicates. The results of qRT-PCR showed that NOD1 deficiency did impair the expression of *NALPL1* and *CD44a* both at zebrafish embryo and larvae (Fig. 5b).

**Figure 5:**
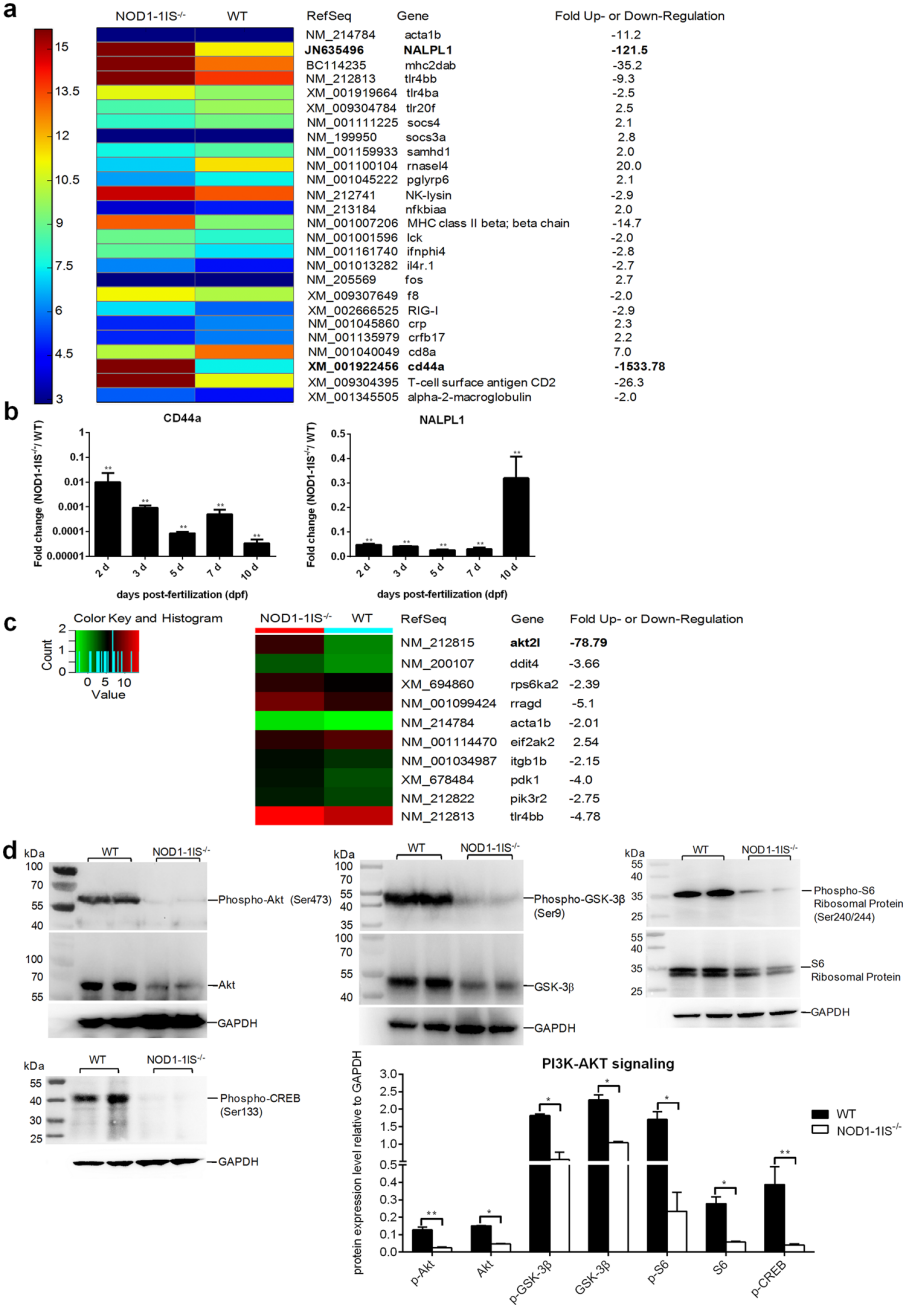
NOD1 deficiency impairs CD44a-PI3K-Akt pathway. (**a**) Heatmap analysis for PCR-arrays data from WT and *NOD1-1IS* ^−/−^ zebrafish at 10 dpf. The custom RT^﻿2﻿^ Profiler PCR arrays containing 372 genes involved in Type I interferon response, Toll-like receptor signaling, JAK/ STAT signaling, T-Cell & B-cell activation, antibacterial and antiviral responses were applied. Three biological replicates were performed for the WT and *NOD1-1IS* ^−/−^ zebrafish. (**b**) The expression changes of CD44a and NALPL1 in the *NOD1-1IS* ^−/−^ zebrafish compared with WT. 30~50 embryos or larvae from WT and *NOD1-1IS* ^−/−^ zebrafish were collected at 2, 3, 5, 7 and 10 dpf, and used for qRT-PCR. Data represent the mean ± the SEM, and were tested for statistical significance using two-tailed Student’s t-test. **p < 0.01. (**c**) Heatmap analysis for PCR-arrays data from WT and *NOD1-1IS* ^−/−^ zebrafish at 10 dpf. *Zebrafish PI3K-Akt Signaling Pathway RT* ^2^ *Profiler PCR Array* and *mTOR Signaling RT² Profiler™ PCR Array* were applied. Three biological replicates were performed for the WT and *NOD1-1IS* ^−/−^ zebrafish. (**d**) Immunoblot analysis of phospho-Akt, Akt, phospho-S6, S6, phospho-GSK3β, GSK3β and phospho-CREB in larvae homogenate from WT and *NOD1-1IS* ^−/−^ zebrafish at 10 dpf. Western blotting results were quantified using Quantity One software. Data represent the average of two independent experiments. *p < 0.05, **p < 0.01.

Mammalian CD44 is a widely-expressed adhesion receptor, and involved in activating the PI3K/Akt signaling pathway, which is associated with cell survival in various cell types^33^. Comparative transcriptome analysis showed that 11 genes involved in PI3K/Akt signaling pathway were differentially regulated by NOD1 (Supplementary Fig. S3a). To determine whether NOD1 impacts larval survival through CD44a-mediated modulation of the PI3K/Akt signaling, we evaluated the effect of NOD1 on the activation of PI3K and Akt downstream of mTOR. We employed two PCR arrays to profile the PI3K-Akt and mTOR signaling cascades. 

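The values given here are those of the mTOR array, and the PI3K-Akt array is not analysed here. The mTOR array is a PCR plate on which each of 84 genes of mTOR signaling, 5 reference genes and 3 kinds of control wells is read by quantitative PCR with SYBR Green, with 1 primer pair and 1 well per gene. Larvae of WT and *NOD1-1IS* -/- zebrafish were pooled at 10 dpf into 3 biological replicates per genotype, each of 200 to 250 larvae per the labels. From each replicate, 1000 ng of total RNA was reverse transcribed and amplified for 40 cycles. The authors deposited the threshold cycle (Ct) of every well in each of the 6 replicates, together with 1 normalized value per gene and genotype and 1 fold change per gene. The columns of the Ct table carry the genotype and a replicate number, whereas the records hold 1 entry per genotype. A Ct that is 1 cycle lower stands for 2 times as much template when every cycle doubles the product, so Ct is a reversed log2 scale. All 534 gene wells gave a Ct, between 14.6 and 29.0 cycles, so no gene was near the last cycle. The median Ct of the 84 pathway genes was 22.6, 22.8 and 22.7 in *NOD1-1IS* -/- replicates 1, 2 and 3, and 23.0, 22.8 and 22.8 in the WT replicates. The positive PCR control, a fixed template in 3 wells per replicate, had a mean Ct of 19.5 ± 0.22 (SD of replicate means, n = 3) in *NOD1-1IS* -/- and 19.7 ± 0.0051 (SD, n = 3) in WT, a difference with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 replicates against 3 allow. Within a replicate, the SD of these 3 wells was 0.0267 to 0.182 cycles. The wells that test for genomic DNA gave no Ct in any of the 6 replicates, and neither did the 18 reverse transcription control wells. The gene *nod1* is not among the 89 genes, so the genotype of a replicate was not checked by its own transcript. Expression was computed for each replicate as ΔCt, the Ct of a gene minus the mean Ct of *hprt1*, *nono* and *rpl13a*, and the genotypes were compared on −ΔCt with limma over the 84 pathway genes. The median SD of ΔCt between replicates was 0.14 cycles in *NOD1-1IS* -/- and 0.13 in WT, and 3 replicates per genotype limit the precision.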

Zebrafish larvae from WT and *NOD1-1IS* ^−/−^ collected at 10 dpf were used for *Zebrafish PI3K-Akt Signaling Pathway RT* ^2^ *Profiler PCR Array* and *mTOR Signaling RT² Profiler™ PCR Array*. Among 84 genes involved in the PI3K-Akt pathway, the expressions of *pdk1*, *tlr4bb*, *itgb1b* and *PIK3R2* were significantly decreased, whereas that of *eif2ak2* was significantly increased in *NOD1-1IS* ^−/−^ zebrafish compared to WT zebrafish. Within the 84 genes involved in the mTOR pathway, transcripts of *akt2l*, *ddit4*, *rps6ka2* and *rragd* were reduced in *NOD1-1IS* ^−/−^ zebrafish, with that of *akt2l* was the most pronounced (79-fold) (Fig. 5c). 

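The transcript *akt2l*, listed on the array by the RefSeq identifier NM_212815, had a ΔCt of 7.19 ± 0.55 cycles (SD, n = 3) in *NOD1-1IS* -/- larvae and 0.89 ± 0.09 cycles (SD, n = 3) in WT larvae. The log2 fold change was −6.30 (standard error 0.23, adjusted p = 8.40e-09 from limma with Benjamini-Hochberg adjustment), which is 78.8-fold lower expression in *NOD1-1IS* -/-. The authors' deposited table gives a ratio of 0.0127 between the genotypes for this gene. The lowest ΔCt among the *NOD1-1IS* -/- replicates was 6.59 and the highest among the WT replicates was 0.97. The SD of *akt2l* in *NOD1-1IS* -/- was the largest among the 84 genes and yet far smaller than the difference between genotypes. The next gene, *rragd* (NM_001099424), had a ΔCt of 9.18 ± 0.37 (SD, n = 3) in *NOD1-1IS* -/- and 6.83 ± 0.14 (SD, n = 3) in WT, with a log2 fold change of −2.35 (standard error 0.17, adjusted p = 4.08e-06 from limma) and 5.1-fold lower expression. The decrease of *akt2l* was thus 15.5 times that of *rragd*. For *ddit4* (NM_200107), ΔCt was 2.44 ± 0.41 (SD, n = 3) in *NOD1-1IS* -/- and 0.57 ± 0.27 (SD, n = 3) in WT, and the log2 fold change was −1.87 (standard error 0.20, adjusted p = 9.89e-05 from limma), or 3.66-fold lower. For *rps6ka2* (XM_694860), ΔCt was 6.75 ± 0.32 (SD, n = 3) and 5.49 ± 0.15 (SD, n = 3), and the log2 fold change was −1.26 (standard error 0.16, adjusted p = 3.37e-04 from limma), or 2.39-fold lower. For each of these 4 genes, all 3 *NOD1-1IS* -/- replicates had a higher ΔCt than all 3 WT replicates (two-sided exact permutation test, p = 0.1 for each). With each replicate left out in turn, the log2 fold change ranged from −6.60 to −6.05 for *akt2l*, from −2.52 to −2.15 for *rragd*, from −2.09 to −1.69 for *ddit4* and from −1.37 to −1.07 for *rps6ka2*. The alternative that moved these values most was *acta1b* as the only reference gene. It gave log2 fold changes of −5.30 for *akt2l*, −1.35 for *rragd*, −0.87 for *ddit4* and −0.25 for *rps6ka2*, and the adjusted p of *rps6ka2* from limma was then 0.520, at the upper end of a range that began at 8.48e-16 over its alternatives. The low end came from *nono* alone, where limma gave all genes the same standard error, and that p may be too small. Each gene was read by 1 primer pair, so a second assay of *akt2l* was not analysed here.

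**Figure D1:**
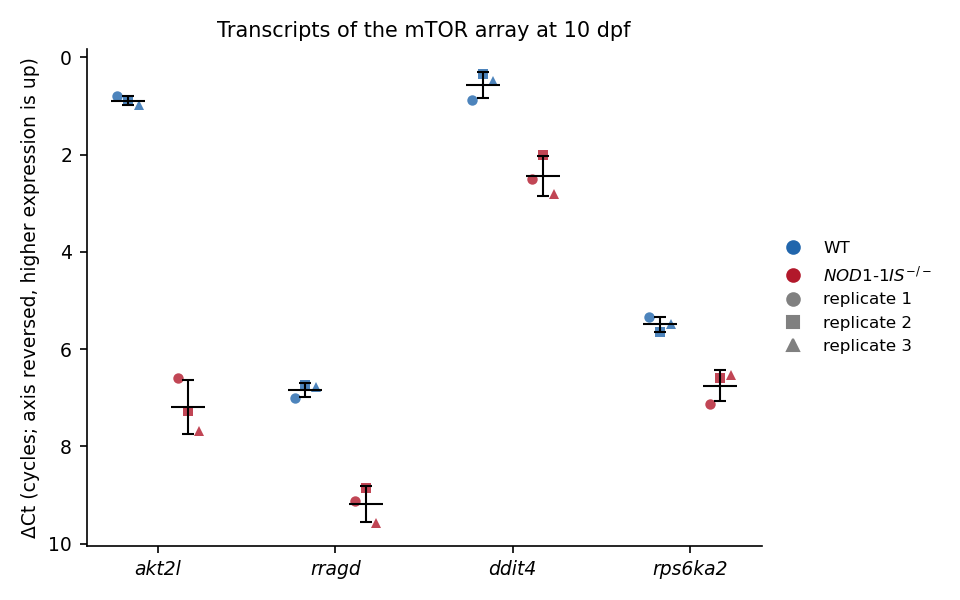
ΔCt in cycles (vertical axis, reversed so that higher expression is up) of *akt2l*, *rragd*, *ddit4* and *rps6ka2* in the 3 WT (blue) and 3 *NOD1-1IS* -/- (red) replicates. Points are single replicates, with the marker giving the replicate number, horizontal bars are means and error bars are SD. The *NOD1-1IS* -/- replicates lie below the WT replicates for each gene, with the widest gap, from 0.97 to 6.59 cycles, for *akt2l*.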

To further corroborate with the gene induction of these two pathways, we probed the protein expressions of Akt and several key substrates thereof, including GSK3β, S6 and CREB, by western blotting. The result demonstrated that loss of NOD1 inhibited the expression of Akt, GSK3β and S6. The phosphorylation levels of Akt, GSK3β, S6 and CREB were also decreased in *NOD1-1IS* ^−/−^ zebrafish collected at 10 dpf (Fig. 5d). The decreased levels of Akt and phosphorylated GSK-3β were observed at earlier time points such as 5 and 7 dpf. The expression of p-Akt, GSK3β and S6 in *NOD1-1IS* ^−/−^ zebrafish was also decreased at 7 dpf compared with WT zebrafish (Supplementary Fig. S3b). These results indicate that loss of NOD1 results in the inhibition of PI3K-Akt signaling.

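Across the 84 pathway genes of the mTOR array, 16 were lower and 3 were higher in *NOD1-1IS* -/- with an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and 27 had an unadjusted p under 0.05. Expression was at least 2-fold lower for 4 genes, which are the 4 named by the paper, and at least 2-fold higher for 0 genes. The change was smaller than 1.5-fold for 74 genes. The log2 fold change was below 0 for 59 genes and above 0 for 25, with a median of −0.11. The replicates of the genotypes did not overlap for 32 genes, of which 24 were lower in *NOD1-1IS* -/-, whereas chance gives on average 10% of the genes, or 8.4. All genes of a replicate share the same reference mean, so their overlaps are not independent and this contrast is no test of an excess. The numbers of lower and higher genes changed with the reference genes, as another reference shifts all log2 fold changes by one amount and also alters the standard errors. With *nono* or *acta1b* alone these became the same for all genes, and the p-values of those fits may be too small. With all 5 reference genes, 7 genes were lower and 19 higher, and the median log2 fold change was 0.18. With *nono* alone, 29 were lower and 1 was higher, with a median of −0.31. With *acta1b* alone, 3 were lower and 55 higher, with a median of 0.89. Relative to the median of the 84 genes, which removes this shift whichever reference is used, the log2 fold changes were −6.19 for *akt2l*, −2.24 for *rragd*, −1.76 for *ddit4* and −1.15 for *rps6ka2*. Of the remaining genes, *irs1* (XM_005157774) had the largest decrease, with a ΔCt of 6.66 ± 0.08 (SD, n = 3) in *NOD1-1IS* -/- and 5.76 ± 0.20 (SD, n = 3) in WT and a log2 fold change of −0.90 (standard error 0.12, adjusted p = 4.29e-04 from limma), which became 0.10 with *acta1b* alone. From the transcripts that were reduced on the PCR arrays and the decreased levels of Akt, GSK3β and S6 and of phosphorylated Akt, GSK3β, S6 and CREB on western blots, the paper concludes that PI3K-Akt signaling is inhibited when NOD1 is lost.

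**Figure D2:**
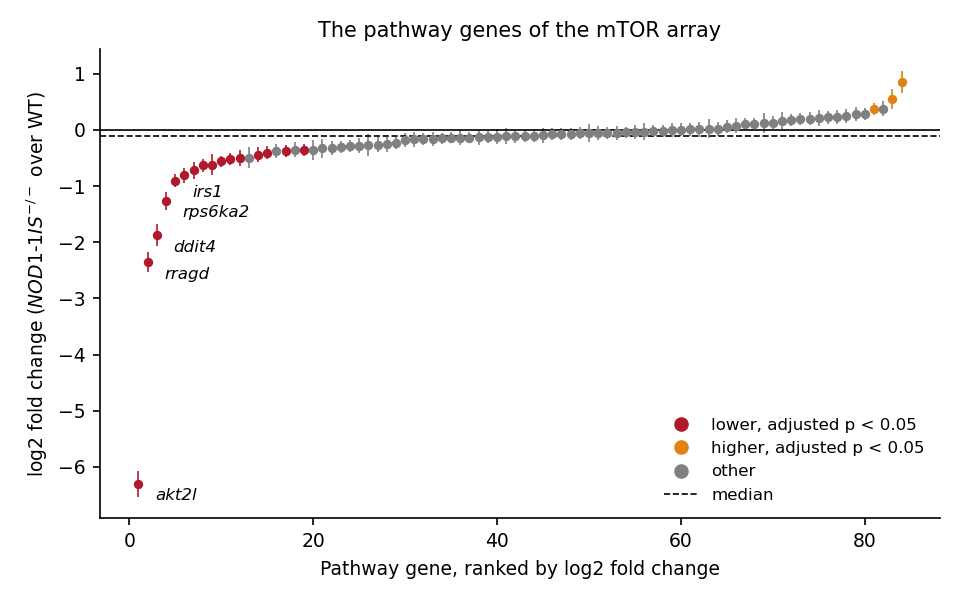
Log2 fold change (*NOD1-1IS* -/- over WT, vertical axis) of the 84 pathway genes, ranked from the lowest to the highest along the horizontal axis. Points are genes, error bars are standard errors from limma, red and orange mark the 16 lower and 3 higher genes with an adjusted p under 0.05, and the dashed line is the median of −0.11. The gene *akt2l*, at −6.30, lies apart from the other genes.

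**Figure D3:**
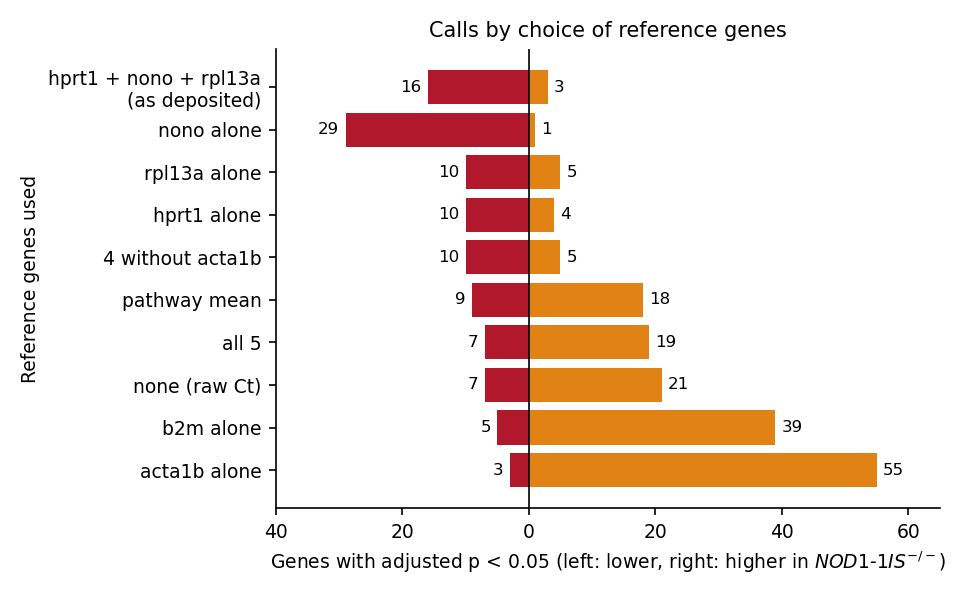
Number of genes with an adjusted p under 0.05 (horizontal axis, lower in *NOD1-1IS* -/- to the left and higher to the right of 0) for each choice of reference genes (vertical axis). The numbers run from 29 lower and 1 higher with *nono* alone to 3 lower and 55 higher with *acta1b* alone.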

### CD44a is critical for NOD1-mediated regulation of PI3K-Akt, but not for NOD1-mediated regulation of MHC class I and II genes

During embryonic and larval development, many MHC class I and class II molecules, such as *mhc1uma*, *mhc1ula* and *MHC-IIβ*, have similar impaired expression pattern with *CD44a* in *NOD1-1IS* ^−/−^ zebrafish (Fig. 4e and Fig. 5b). Further, the overexpression of *CD44a* in WT zebrafish could induce the expression of these MHC class I and class II molecules, such as *mhc1uma*, *mhc1ula*, *similar to mhc1uba* and *mhc2dab* (Fig. 6a). To determine whether *CD44a* is required for the defective expression of MHC related genes in *NOD1-1IS* ^−/−^ zebrafish, rescue experiments were performed by overexpression of *CD44a* in NOD1 knockout zebrafish. The impaired expression of endogenous *CD44a* in *NOD1-1IS* ^−/−^ zebrafish could be rescued by exogenous *CD44a* (Fig. 6b). However, the expression of exogenous *CD44a* failed to restore the expression of MHC related genes in *NOD1-1IS* ^−/−^ zebrafish (Fig. 6c). These results show that *CD44a* expression is not sufficient for NOD1-mediated MHC genes expression, suggesting that other unknown signaling pathways are required for MHC gene expression downstream of NOD1.

**Figure 6:**
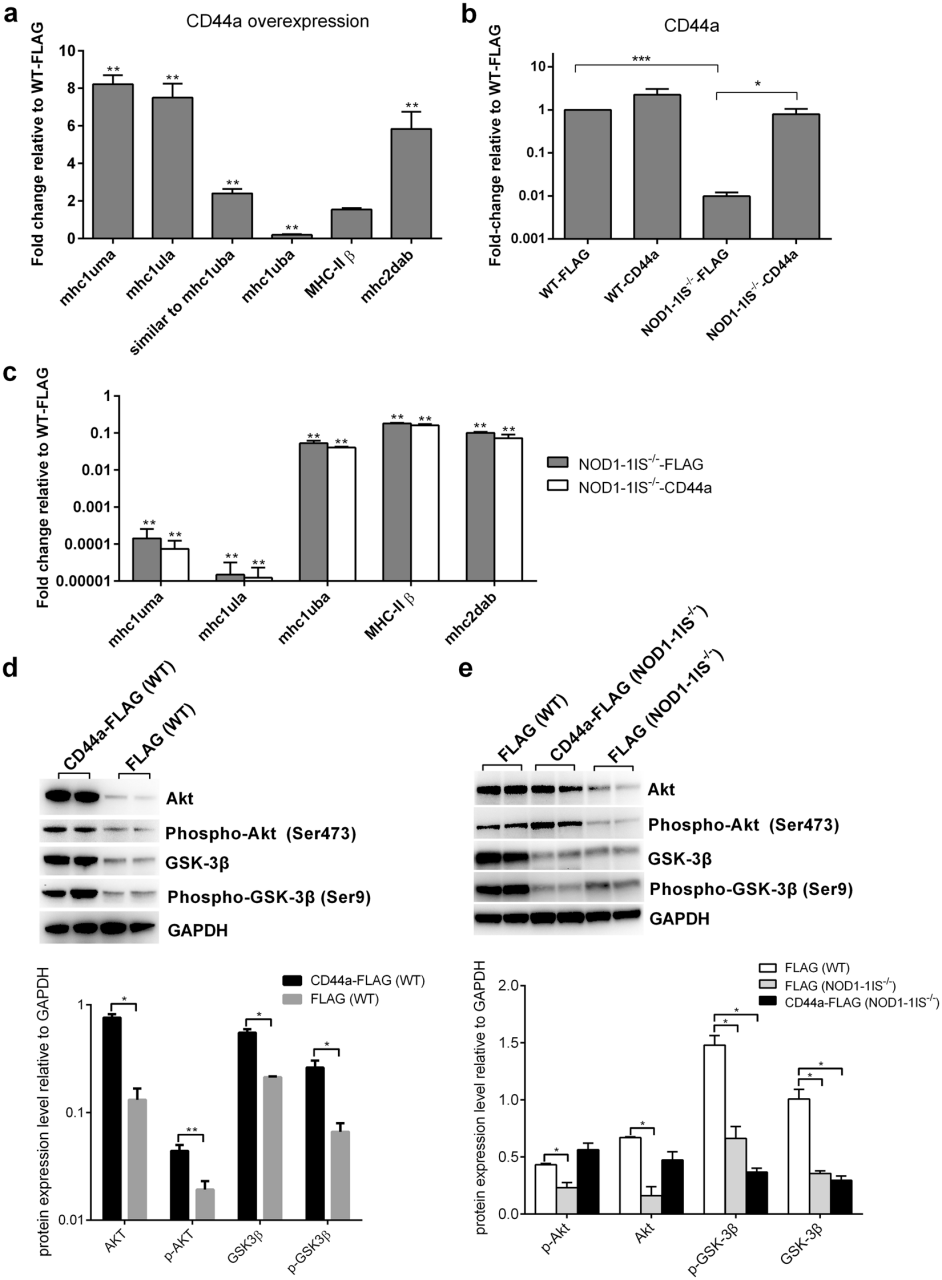
NOD1 regulates Akt expression through CD44a. (**a**) The effect of CD44a overexpression in WT zebrafish on the expression of MHC class I and II genes. (**b**) The expression of CD44a in WT and *NOD1-1IS* ^−/−^ zebrafish microinjected with p3 × FLAG or CD44a-FLAG. (**c**) The expression of MHC class I and II genes in *NOD1-1IS* ^−/−^ zebrafish. For (a-c), all samples were collected at 7 dpf and used for RNA extraction and qRT-PCR (mean ± SEM, n = 3). The WT zebrafish microinjected with p3 × FLAG were used as control. Data were tested for statistical significance using two-tailed Student’s t-test. ***p < 0.001, **p < 0.01,*p < 0.05. (**d**) Immunoblot analysis of Akt, GSK-3β, phospho-Akt and phospho-GSK-3β in larvae homogenate from WT zebrafish microinjected with p3 × FLAG or CD44a-FLAG (n = 50~60 larvae each group) at 7 dpf. (**e**) Immunoblot analysis of Akt, GSK-3β, phospho-Akt and phospho-GSK-3β in larvae homogenate from WT and *NOD1-1IS* ^−/−^ zebrafish at 7 dpf microinjected with p3 × FLAG or CD44a-FLAG (n = 50~60 larvae each group). For (d-e), western blotting results were quantified using Quantity One software. Data represent the average of two independent experiments. *p < 0.05, **p < 0.01.

We next tested whether the decreased PI3K-Akt signaling in *NOD1-1IS* ^−/−^ zebrafish was due to the impaired expression of CD44a. Overexpression of *CD44a* was found to be effective until 7 dpf (13-fold, Supplementary Fig. S4a) and could restore *CD44a* expression in *NOD1-1IS* ^−/−^ zebrafish at 7 dpf (Fig. 6b), we thus examined the PI3K-Akt signaling cascade from WT and NOD1 knockout zebrafish with or without CD44a overexpression at 7 dpf by western blotting. In WT zebrafish, CD44a overexpression increased the levels of phosphorylated and total proteins of Akt and GSK3β (Fig. 6d). Furthermore, overexpression of CD44a in *NOD1-1IS* ^−/−^ zebrafish rescued the expression of phosphorylated and unphosphorylated Akt, but not for GSK3β, an enzyme that regulated glycogen synthesis (Fig. 6e). Taken together, these results suggest that NOD1 regulates Akt expression through CD44a.

### CD44a overexpression in *NOD1-1IS*^−/−^ zebrafish rescues larval survival

Having shown that CD44a overexpression rescued Akt expression in *NOD1-1IS* ^−/−^ zebrafish, we wanted to know whether CD44a overexpression could rescue larval survival. The hatched larvae from WT and *NOD1-1IS* ^−/−^ zebrafish microinjected with control or CD44a-FLAG construct were used for survival analysis. Compared with WT zebrafish microinjected with the control plasmid, no obvious difference was observed for WT zebrafish microinjected with the CD44a-FLAG plasmid up to 14 dph (*p* = 0.8407), and significant divergence of survival curves observed for *NOD1-1IS* ^−/−^ zebrafish microinjected with the control (*p* = 0.0004) or CD44a-FLAG construct (*p* = 0.0082) (Fig. 7a). Since we noted that CD44a was not sufficiently overexpressed in zebrafish larvae at 12 dpf (corresponding to 8 dph), a statistically significant difference of the survival curves lasting for 8 dph were again observed using the Log-Rank Test. As shown in Supplementary Fig. S4b, no significant divergence of survival curve was observed between WT zebrafish microinjected with the control plasmid and *NOD1-1IS* ^−/−^ zebrafish microinjected with the CD44a-FLAG construct (*p* = 0.0683). However, *NOD1-1IS* ^−/−^ zebrafish microinjected with CD44a-FLAG had a higher survival rate than *NOD1-1IS* ^−/−^ zebrafish microinjected with the control construct, with the observed significance level (*p* = 0.0056) (Supplementary Fig. S4b). This result shows that NOD1 impacts larvae survival via CD44a.

**Figure 7:**
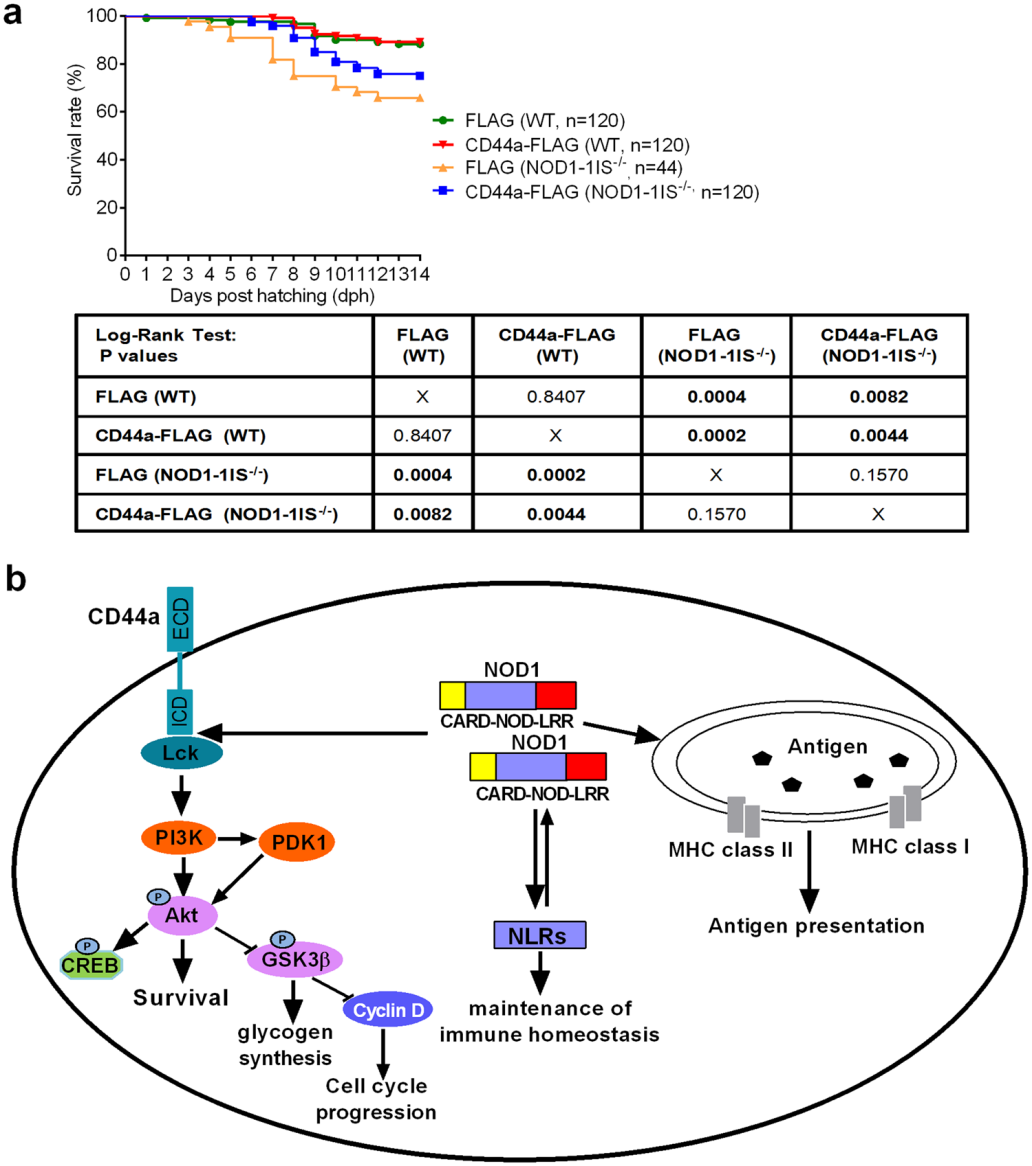
CD44a overexpression in *NOD1-1IS* ^−/−^ zebrafish rescues larval survival. (**a**) Survival of WT and *NOD1-1IS* ^−/−^ zebrafish microinjected with p3 × FLAG or CD44a- FLAG (n = 44~120 larvae each group). The survival curves lasting for 14 dph were compared statistically significant difference using the Log-Rank Test. (**b**) Proposed model illustrating the intracellular signaling pathways modulated by NOD1 during zebrafish larval development at homeostasis. p, phosphorylation.

## Discussion

Although the *in vivo* relevance of NOD1-mediated signaling for immunity against various pathogens including bacteria, virus and parasites has been clearly demonstrated^9, 45, 46^, the role of NOD1 during developmental processes has not been explored in detail. In the present study, we demonstrate that zebrafish NOD1 is required for hatching process and larval survival. The present study demonstrates that NOD1 is a multifunctional regulator that drives the expression of multiple receptors and immune signaling pathways. The present study also confirms the crucial role of NOD1 in larval survival through a CD44a-mediated PI3K-Akt signaling cascade.

Multiple studies have identified positive or negative regulatory functions of NLRs in innate immune responses. Studies of gene deletion or knockdown show that NLRP6 impedes the clearance of both Gram-positive and -negative bacterial pathogens through negatively regulating MAPK and canonical NF-κB pathways^47^, while NLRP12 is a negative regulator of inflammatory T cell responses and T cell-mediated disease^48^. NLRC3 negatively regulates innate immune signaling induced by the DNA sensor STING^49^. In line with afore mentioned studies, NLRC5 and NLRX1 attenuate innate immune responses by inhibiting the NF-κB and type I interferon pathways^50, 51^. NOD2 is necessary for the NF-kappaB/IL-1beta-mediated innate responses against bacteria challenge in Crohn’s disease^52^. These findings highlight a broad spectrum of functions of NLRs in regulating innate immune responses. MHC class I and II pathways play essential roles in the activation of adaptive immune responses. Among NLR members, NLRC5 and CIITA are key transcriptional regulators of MHC class I and II genes, respectively^53–56^. Interestingly, we showed that NOD1 is required for the expression of both MHC class I and II genes *in vivo*. The present study identified NOD1 as a new regulator to drive the expression of MHC class I and II genes. Further studies are needed to clarify the mechanism by which NOD1 transcriptionally regulates the expression of MHC class I and II genes, and if NOD1 plays redundant or exclusive roles with NLRC5 and CIITA in MHC class I- and class II-dependent immune responses.

NLRs, Toll-like receptors (TLRs) and RIG-I-like receptors (RLRs) are three families of pathogen sensors. Much progress has been made on how these innate sensors are activated to initiate host innate immune signaling. It has become increasingly apparent that there are extensive interplays among these families of pattern recognition receptors^57^. Various levels of crosstalk between NLRs and TLRs, and between NLRs and RLRs have been described^58, 59^. NOD1 and NALPL1 belong to the members of NLR family. Our previous work showed that overexpression of NALPL1 contributed to protection against bacterial and viral infection. Moreover, NALPL1 overexpression induced the expression of NOD1^60^. The impaired expression of NALPL1 in the *NOD1-1IS* ^−/−^ larvae reported here suggests that NALPL1 and NOD1 constitute a feed-forward circuit in host immune defense. Comparative transcriptome analysis also screened multiple differentially expressed NLRs regulated by NOD1. Our unpublished data showed that these NLRs regulated by NOD1 positively or negatively regulated innate immune signaling, which suggested that the interplays between NOD1 and other NLRs may contribute to the maintenance of immune homeostasis.

It is well accepted that CD44 is a major cell surface receptor for the extracellular matrix glycosaminoglycan hyaluronan, and serves as a coreceptor for other receptors such as epidermal growth factor receptor (EGFR)/ErbB1 and ErbB2/Her2^61^, c-Met^62^, TGFβ receptors 1 and 2^63^. CD44 prevents exaggerated inflammatory responses to LPS by promoting the expression of negative regulators of TLR4 signaling^64^. It also directly associates with TLR2 which negatively regulates TLR-mediated inflammatory responses^65^ and participates in IP-10 induction^35^. In addition, ligation of CD44 can activate the PI3K-Akt signaling pathway that is critical for cell survival of various cell types^33, 66, 67^. Therefore, it is significant to find the modulation of zebrafish NOD1 on the CD44a and PI3K-Akt signaling. Furthermore, the expression of exogenous CD44a in zebrafish embryos had no effect on NOD1 expression (Supplementary Fig. S4c). However, we found that the impaired expression of phosphorylated and unphosphorylated Akt could be rescued by CD44a overexpression in *NOD1-1IS* ^−/−^ larvae. Collectively, these findings suggest that NOD1 acts as an activator upstream of the CD44a-mediated PI3K-Akt signaling pathway. Since we can’t find a direct interaction between zebrafish NOD1 and CD44a, the intermediate signaling molecule linking NOD1 and CD44a-mediated PI3K-Akt signaling pathways will be the interest of future study.

In mammals, the phosphoinositide-3-kinase/protein kinase B/mammalian target of rapamycin (PI3K/Akt/mTOR) pathway is emerging as a critical integrator of intracellular signals, and important for apoptosis, malignant transformation, tumor progression, metastasis and radioresistance^68–71^. Due to the important role of the PI3K/Akt/mTOR pathway in growth control and cancer research^72–74^, many valuable inhibitors targeting in this pathway have been developed in recent years^75, 76^. NLRC3 (also known as CLR16.2 or NOD3), another member of the NLR Family, is recently identified as an inhibitory sensor of the PI3K/Akt/mTOR pathway, mediating protection against tumorigenesis in colorectal cancer^77^. In the present study, the finding that NOD1 is involved in the regulation of NLRC3 homologues, nutrient metabolism as well as the CD44a-mediated PI3K/Akt/mTOR pathway is very intriguing, which suggest the multiple functions of NOD1 in different field of biology including infectious disease, metabology, oncology, developmental biology, and not confined to the immunology.

In conclusion, the current study revealed the regulation of innate and adaptive immunity by NOD1 during zebrafish larval development. Based on the experimental data mentioned or discussed above and previous reports, a working model of how NOD1 affects intracellular signaling is shown in Fig. 7b. Most notably, the current study demonstrates that NOD1 acts as an activator upstream of the CD44a-mediated PI3K-Akt signaling pathway in larval survival. Future studies will focus on the mechanism by which NOD1 transactivates MHC class I and II related genes, and the effect of the correlation between NOD1 and CD44 signaling in pathogen infection.

## Methods

### Zebrafish care and maintenance

*NOD1-1IS* ^−/−^ zebrafish were obtained from the China Zebrafish Resource Center (CZRC). Wild-type AB/TU and mutant zebrafish were raised and maintained under standard conditions^78^. Zebrafish embryos were obtained by artificial insemination and reared at 28 °C. All animal experiments were conducted in accordance with the Guiding Principles for the Care and Use of Laboratory Animals and were approved by the Institute of Hydrobiology, Chinese Academy of Sciences (Approval ID: IHB 2013724).

### Cell culture and transfection

Epithelioma papulosum cyprini (EPC) and zebrafish ZF4 (embryonic fibroblast cell line) cells were maintained in M199 and DMEM/F12 (1:1) medium supplemented with 10% FBS at 28 °C, respectively. Transfection of plasmids was performed using Lipofectamine 2000 (Invitrogen).

### Zebrafish embryo-larval assay

For the analysis of zebrafish hatching process, the fertilized eggs from the WT and *NOD1-1IS* ^−/−^ parent were randomly divided into four experimental groups, each with 50 embryos. Water was renewed every day in dishes. The hatched larvae were recorded at 2, 3 and 4 dpf to evaluate the hatching rate. For embryo survival analysis, the fertilized eggs from the WT and *NOD1-1IS* ^−/−^ parent were randomly divided into four experimental groups, each with 50 embryos. The dead embryos or larvae were recorded daily until 5 dpf.

For larval survival analysis, the larvae from the WT and *NOD1-1IS* ^−/−^ parent at 4 dpf were randomly divided into four groups, each with 49~52 larvae. Larvae survivals were recorded daily until 9 dph (12 dpf). Dead individuals were removed each day.

### cDNA library construction and Illumina deep sequencing

Total RNA was isolated from the WT and *NOD1-1IS* ^−/−^ zebrafish at 10 dpf using the TRIzol® Reagent (Invitrogen). The quantity and quality of total RNA were checked by Nanodrop2000 (Thermo Scientific) and Bioanalyzer 2100 (Agilent). Sequencing libraries for whole transcriptome analysis were generated using TruseqTM RNA sample prep Kit (Illumina). After quantitation using TBS380 Picogreen (Invitrogen), the libraries were sequenced using Hiseq4000 Truseq SBS Kit v3-HS(200cycles)(Illumina). To identify differentially expressed genes between the WT and *NOD1-1IS* ^−/−^ zebrafish, the expression levels were measured by using numbers of fragments per kilobase of transcript per million fragments sequenced (FPKM). The raw sequences were deposited at NCBI Sequence Read Archive (Accession No. SRP090717).

### PCR arrays and qRT-PCR

RNA used for PCR arrays was extracted from the WT and *NOD1-1IS* ^−/−^ zebrafish at 10 dpf using TRIzol reagent, and reverse transcribed to cDNA using SuperScript III Reverse Transcriptase (invitrogen). To study the expression profile of genes involved in various cellular pathways, pathway-specific PCR arrays including *zebrafish PI3K-Akt Signaling Pathway RT* ^2^ *Profiler PCR Array* (Qiagen), *zebrafish mTOR Signaling RT² Profiler™ PCR Array* (Qiagen) and custom RT^2^ Profiler PCR arrays (SABioscience) containing 372 innate and adaptive immune genes were used. 

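The plate of the mTOR array holds 5 reference genes, *acta1b*, *b2m*, *hprt1*, *nono* and *rpl13a*, and the text of the paper does not name those used for normalization. The deposited normalized values of the authors were compared with 2 to the power of −ΔCt computed from their Ct values with each of the 31 possible combinations of these genes. With *hprt1*, *nono* and *rpl13a*, the largest difference over all genes was 4.00e-07 on the log2 scale, and the next closest combination, all 5 genes, differed by up to 0.28. The deposited values are therefore the mean Ct of 3 replicates relative to these 3 genes, without a value for each replicate. The raw Ct of *hprt1* was 22.02 ± 0.12 cycles (SD, n = 3) in WT and 21.82 ± 0.06 (SD, n = 3) in *NOD1-1IS* -/-. From WT to *NOD1-1IS* -/- the raw Ct of *hprt1* changed by −0.19 cycles, that of *rpl13a* by −0.21 and that of *nono* by −0.51. The other two reference genes moved the opposite way, *acta1b* by 0.70 cycles, from 16.35 ± 0.38 (SD, n = 3) to 17.05 ± 0.48 (SD, n = 3), and *b2m* by 0.16 cycles. Relative to *hprt1*, *nono* and *rpl13a*, the log2 fold change was −1.0 for *acta1b* and −0.46 for *b2m*, against −0.11 for *hprt1*, 0.20 for *nono* and −0.10 for *rpl13a*. On this ΔCt scale, the replicates of the genotypes did not overlap for any of the 5 genes (two-sided exact permutation test, p = 0.1 for each). For *hprt1*, *nono* and *rpl13a* these are not separate results, because each is scaled to a mean that includes itself. Their log2 fold changes cancel by construction, so a rise of *nono* by itself would give *hprt1* and *rpl13a* negative values. On raw Ct the replicates of the genotypes overlapped for *acta1b* (p = 0.2 in a two-sided exact permutation test) and *b2m* (p = 0.4) and did not overlap for *hprt1*, *nono* and *rpl13a* (p = 0.1 for each). The positive PCR control, a fixed template, changed by −0.21 cycles, and the median of the pathway genes by −0.19. The raw changes of *hprt1* and *rpl13a* are of this size, so they cannot be told apart from an offset between plates. That of *nono* is larger. The ratios in the authors' deposited table are 0.498 for *acta1b* and 0.725 for *b2m*.

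**Figure D4:**
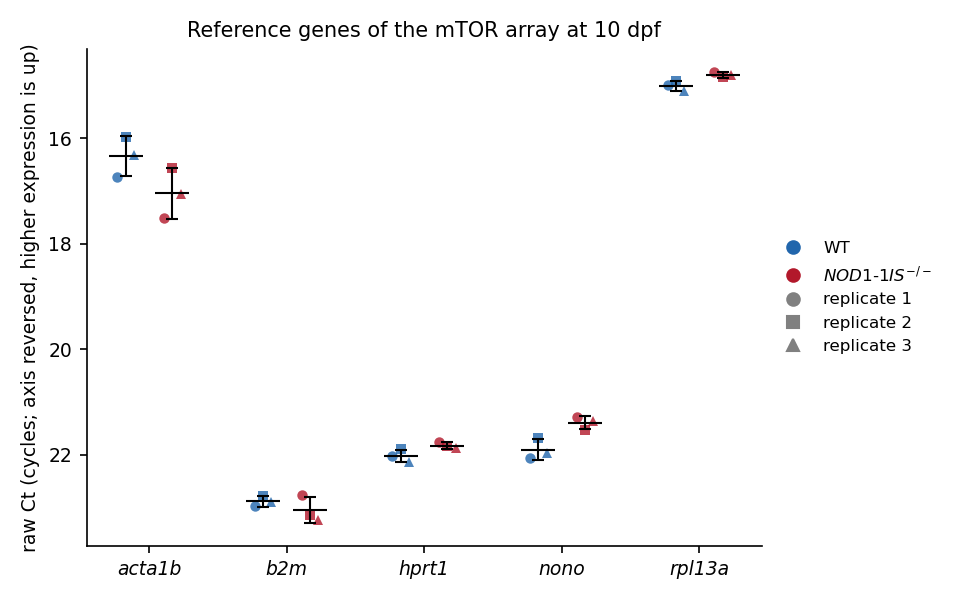
Raw Ct in cycles (vertical axis, reversed so that higher expression is up) of the 5 reference genes in the 3 WT (blue) and 3 *NOD1-1IS* -/- (red) replicates. Points are single replicates, horizontal bars are means and error bars are SD. The Ct of *acta1b* is later in *NOD1-1IS* -/- by 0.70 cycles, whereas that of *nono* changed by −0.51 cycles.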

Data was analyzed using the manufacturer’s software. Three biological replicates were performed for the WT and *NOD1-1IS* ^−/−^ zebrafish. PCR arrays data were deposited at www.ncbi.nlm.nih.gov/geo with the accession numbers GSE80621 and GSE80622.

For understanding the expression changes of CD44a, MHC class I and II genes during embryonic and larval development from *NOD1-1IS* ^−/−^ zebrafish, the effect of CD44a overexpression on the expression of NOD1, CD44a, MHC class I and II genes from WT zebrafish, and whether CD44a rescued the expression of MHC class I and II genes from *NOD1-1IS* ^−/−^ zebrafish, RNA was extracted using Trizol (Invitrogen) from snap-frozen embryos or larvae collected at different time points. CDNA was obtained using RevertAidTM First Strand cDNA Synthesis Kit (Fermentas) with a oligo(dT)_18_ primer. QRT-PCR was then performed on a BIO-RAD CFX96 Real-Time System using iQ™ SYBR^®^ Green Mix (BIO-RAD) according to manufacturer’s instructions. Quantifications were performed on triplicate wells. To normalize cDNA amounts, the housekeeping gene GAPDH was used. The primers specific for the gene of interest were listed in Supplementary Table S2.

### Western Blot analysis

To detect NOD1 antibody specificity, 1 × 10^6^ EPC cells overexpressing NOD1 and NOD2 were lysed in 200 μl cold Pierce^®^ IP lysis buffer (Prod# 87788) containing protease inhibitor (Prod# 1860932), then separated by SDS–PAGE, transferred to PVDF membranes and immunoblotted with the primary antibodies of monoclonal mouse anti-FLAG tag antibody (Sigma, F3165) and monoclonal mouse anti-NOD1 antibody at a dilution of 1:5000 and 1:1000, respectively. To detect endogenous NOD1 protein, 5 × 10^6^ ZF4 cells were lysed in 300 μl cold Pierce^®^ IP lysis buffer containing protease inhibitor. For NOD1 expression in WT and *NOD1-1IS* ^−/−^ zebrafish, 50 larvae at 10 dpf were lysed in 200 μl cold Pierce^®^ RIPA buffer (Prod# 89900) containing protease inhibitor using ultrasonication.

For detecting the protein expression involved in PI3K-Akt pathway, 60~250 larvae at 5, 7 and/or 10 dpf from WT and *NOD1-1IS* ^−/−^ zebrafish with or without the transfection of FLAG or CD44-FLAG were lysed in 200~800 μl cold RIPA buffer containing phosphatase inhibitor (Prod #78420) and protease inhibitor using ultrasonication. Primary antibodies used were phospho-Akt (Cell Signaling #4060 S), Akt (Cell Signaling #9272), phospho-GSK-3β (Cell Signaling #9323), GSK-3β (Cell Signaling #9315), phospho-S6 ribosomal protein (Cell Signaling #2215), S6 ribosomal protein (Cell Signaling #2217) and phospho-CREB (Cell Signaling #9198) at a dilution of 1:1000. Mouse monoclonal anti-GAPDH (proteitech, 60004-1-Ig) was used throughout as a loading control. Secondary antibodies were diluted 1:5000 including Pierce goat anti-rabbit IgG and goat anti-mouse IgG (Prod# 31460 and #31430). The bands were detected using Pierce ECL Western Blotting Substrate (Prod# 32106) and ECLWestern blot system (LAS-4000mini, Fuji, Japan) according to the manufacturer’s instructions. Densitometer analysis was performed using Quantity One software (BioRad).

### Rescue experiments

In the rescue experiments, 2-cell embryos from WT and *NOD1-1IS* ^−/−^ zebrafish were microinjected with FLAG or CD44-FLAG plasmid, which were diluted to the desired concentration of 100 ng/μl. The typical injected volume was 2 nl. The injected embryos were raised at 28 °C in fish water.

### Statistical analysis

Expression data by qRT-PCR and western blotting are presented as means and standard error of mean (SEM). Two-tailed Student’s t-test was used to compare statistical significance. All data are representative of two to four independent experiments. The level of significance is shown as follows: *, *p* < 0.05; **, *p* < 0.01, ***, *p* < 0.001. Significance testing in the cumulative survival analysis used Log Rank test using GraphPad Prism software.

### Data Availability

All data generated or analysed during this study are included in this published article and its Supplementary Information files.

## Electronic supplementary material

Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

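The data are those of the zebrafish mTOR signaling PCR array, run on 3 biological replicates of WT and 3 of *NOD1-1IS* -/- larvae at 10 dpf. The samples were grouped by the genotype in their labels, and the replicates by the genotype and number in the column names of the Ct table. The PI3K-Akt array and the custom immune array of the paper are not analysed here.

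The authors extracted total RNA, reverse transcribed 1000 ng of it with SuperScript III and ran 40 cycles of SYBR Green PCR on a LightCycler. The authors deposited raw Ct values, on which wells without amplification are marked as undetermined, and the settings of the threshold and the baseline are not stated. The deposited normalized values of the authors are a linear ratio, 2 to the power of −ΔCt, with 1 value per gene and genotype. The authors' deposited fold changes are the ratio of the *NOD1-1IS* -/- to the WT value. Both were made with the manufacturer's software, and which reference genes they use was checked from the Ct values. They leave no spread between replicates, so all tests used the raw Ct values.

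For each replicate, ΔCt was computed as the Ct of a gene minus the mean Ct of *hprt1*, *nono* and *rpl13a*, the reference genes of the deposited values. The log2 fold change of a gene is the difference of its mean −ΔCt between *NOD1-1IS* -/- and WT, and its fold change is 2 to that power, which assumes that the product doubles in each cycle. The genotypes were compared on −ΔCt with limma (lmFit and eBayes, version 3.58.1, in R 4.3.3), two-sided, with Benjamini-Hochberg adjustment over the 84 pathway genes and a threshold of 0.05. Single genes were also compared with a two-sided exact permutation test, for which 0.1 is the smallest p that 3 replicates against 3 allow. The 5 reference genes were left out of the test across genes. No gene was filtered, since all 534 gene wells had a Ct of 29.0 or less. PCR arrays have no read depth, and the precision of a value is set by the 3 replicates and 1 well per gene in each.

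The limma fit was tested on simulated data, 200 arrays of 84 genes with the spread of the real genes, in which 10 genes were changed. With a true log2 change of 1, it recovered 95.8% of the changed genes, and 5.47% of its calls were false. With a true log2 change of 0.5, it recovered 60.6%, and 6.26% of its calls were false. The simulated noise was drawn independently for each gene, whereas real genes of a replicate share the error of the reference genes. These rates therefore say nothing about false calls that come from the reference genes.

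The alternatives chosen before the data were examined were all 5 reference genes, the 4 without *acta1b*, each reference gene alone, the mean of the pathway genes and raw Ct as the normalization, limits on Ct of 35 and 30 cycles, filters on genes with a late Ct, leaving out each replicate in turn, the replicate number as a block, a mean-variance trend with a robust prior in limma, an exact permutation test per gene, and fold changes from the ratio of mean linear values. The normalization to *hprt1* and *rpl13a* only, and the mean shift of *acta1b*, *b2m* or *nono* with the standard errors of the main setting, were chosen after seeing the data.

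The genes named are those of the array that the paper names, the reference genes and control wells, each gene changed at least 2-fold, and the 5 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 and no overlap between the genotypes. The genes *ins*, *prkab2*, *mlst8*, *pld1a*, *deptor*, *akt2*, *gsk3b*, *rps6* and *mapk3* fall outside this rule and were chosen after their values were seen. Single values of some other genes are not reported here. The tables name no genome build, so no coordinates are given. The RefSeq identifiers of 75 of the 89 genes on the array matched the gene table of the assembly GRCz12tu, which was used only to see which genes share a chromosome with *nod1*.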

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

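The paper discusses 4 of the pathway genes on the mTOR array, and the results in this part lie outside them. The tests of the reference genes, of the chromosome of *nod1* and of the trend with Ct were chosen only after the result was seen. The comparison with other splits of the replicates was chosen before, and so were the 9 normalizations that the tests of the reference genes draw on.

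Besides *akt2l*, *rragd*, *ddit4* and *rps6ka2*, 12 genes were lower and 3 were higher in *NOD1-1IS* -/- larvae with an adjusted p under 0.05 (limma, 3 replicates against 3). The lowest log2 fold change of the 12 lower genes was −0.90, and those of the 3 higher genes lay between 0.37 and 0.86. Of the 10 splits of the 6 replicates into groups of 3, 1 gave as many genes with an adjusted p under 0.05, the real one, and the other 9 gave 0 genes each, with 0 to 4 genes at an unadjusted p under 0.05 against 27 in the real one. A share under 0.1 is not possible with 10 splits, so the split by genotype cannot be told apart from a chance split by this count alone. An amplification efficiency that differs between plates and acts more on late genes would appear as a slope of log2 fold change on mean Ct. Across the 80 genes under 2-fold this slope was only −0.02 per cycle (Pearson r = −0.15). So small a slope argues against such an efficiency as the main cause of the calls. After its removal 15 of the 15 genes remained past the threshold, but a correction this small could hardly remove a call, so this count tests little.

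Of the 14 genes other than *ins*, 7 stayed past the threshold in the same direction relative to the mean of the pathway genes. This mean uses no reference gene. It includes *akt2l* and the other strongly lower genes, which pull it down, and the median log2 fold change relative to it was 0.13. Lower genes therefore lose the call more easily relative to it, and higher genes keep it more easily. A reference shifts all genes of a replicate alike, so by construction it cannot create a difference from the other pathway genes. The result is thus no test of the reference genes, and shows only that these 7 genes differ from the mean of the pathway genes. Whether their amount changed stays open. Each of the 7 kept the call in 5 to 8 of the 8 other normalizations chosen beforehand when *acta1b* alone is set aside. These 8 include the mean of the pathway genes, by which the 7 were picked. The lower ones among the 7 lost the call with *acta1b* alone. Over these 9, *prkab2* (log2 fold change −0.81, and −0.70 relative to the median of the pathway genes) lost the call with *b2m* alone and *acta1b* alone, and the higher genes *mlst8* (0.37) and *pld1a* (0.55) lost it with *nono* alone. For the other 7 genes, which lost the call relative to the mean of the pathway genes, the choice of reference genes is a candidate explanation, and 6 of them kept the call with *nono* alone but with none of the 7 other normalizations chosen beforehand when *acta1b* alone is set aside. Variants carried along with the mutated *NOD1* locus that act on genes near them were argued against for 12 of the 15 genes, which lie on other chromosomes than *nod1* in the assembly GRCz12tu. Such variants cannot be told apart from an effect of the genotype for 1 gene, *deptor*, which lies on the chromosome of *nod1* and had a log2 fold change of −0.37 (adjusted p = 0.0383 from limma, between 0.00247 and 0.628 over its alternatives), and the array gives no value that separates them. The 2 genes *irs1* and *mlst8* had no match in the gene table and were not checked. Linked variants that act on distant genes were not tested and stay open for all 15. The same holds for differences between the WT and mutant lines elsewhere in the genome, on which the chromosome of a gene does not bear. Single replicates also mattered for the higher genes. Of these 3, 0 kept the call without *NOD1-1IS* -/- replicate 2, and 1 kept it without WT replicate 1 or WT replicate 2. Without *NOD1-1IS* -/- replicate 1, 2 of them kept it, and without *NOD1-1IS* -/- replicate 3, all 3 did. Without WT replicate 3, 0 genes were higher with an adjusted p under 0.05, and 8 had an unadjusted p under 0.05, while 10 genes were lower. A difference in expression between the genotypes stays open for all 15 genes.

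The gene *irs1*, which codes for an insulin receptor substrate, had a log2 fold change of −0.90 (standard error 0.12, adjusted p = 4.29e-04 from limma) and was lower in 3 of 3 *NOD1-1IS* -/- replicates than in any WT replicate. It was lower with an adjusted p under 0.05 in each fit that left out 1 replicate, with log2 fold changes from −1.01 to −0.82, and after removal of the slope with Ct it was at −0.84. Among the normalizations chosen beforehand, *acta1b* alone took it to 0.10, whereas the 8 others kept it between −1.11 and −0.44 and past the threshold. The value of −0.44 came from *b2m* alone, where the call (adjusted p = 0.0232 from limma) rests on a standard error common to all genes and is weak. The choice of reference genes may therefore account for the call if *acta1b*, or less clearly *b2m*, is taken as unchanged. The gene *acta1b* itself was −0.89 relative to the median of the pathway genes. Relative to the same median, *irs1* was at −0.79. A lower level of its transcript in *NOD1-1IS* -/- stays a hypothesis, since no other assay of *irs1* was analysed here.

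The gene *ins*, which codes for preproinsulin and was chosen after its values were seen, had the largest increase, with a log2 fold change of 0.86 (standard error 0.20, adjusted p = 0.0110 from limma) and a higher level in 3 of 3 *NOD1-1IS* -/- replicates than in any WT replicate. The choice of reference genes was argued against as its cause, since the 9 normalizations chosen beforehand left it past the threshold, and the value closest to 0 was 0.66. Its SD of ΔCt in WT, 0.43 cycles, was the largest of the 84 genes. Without *NOD1-1IS* -/- replicate 2 its log2 fold change was 0.77 and without WT replicate 3 it was 0.67, with adjusted p from limma of 0.0516 and 0.0555. The increase thus rests in part on single replicates. Over its alternatives the adjusted p from limma ranged from 6.45e-13 to 0.0555. The low end came from *b2m* alone, where all genes had the same standard error, and may be too small. A difference between the genotypes and a chance difference between pools of larvae both stay open.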

How the results depend on the processing

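Which alternatives were chosen before the data were examined is given in the summary of the processing. Limits on Ct of 35 or 30 cycles, and filters on genes with a late Ct, moved nothing, because no gene reached 30 cycles, so they say nothing about stability. A mean-variance trend with a robust prior in limma gave 19 lower and 3 higher genes, which include the 16 and 3 of the main setting. Fold changes from the ratio of mean linear values left 4 genes at least 2-fold lower.

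The choice of reference genes moved the counts. Against 16 lower and 3 higher genes with an adjusted p under 0.05 and a median log2 fold change of −0.11, all 5 reference genes gave 7, 19 and 0.18, the 4 without *acta1b* gave 10, 5 and 0.0046, *acta1b* alone gave 3, 55 and 0.89, *b2m* alone gave 5, 39 and 0.35, *hprt1* alone gave 10, 4 and −0.0038, *nono* alone gave 29, 1 and −0.31, *rpl13a* alone gave 10, 5 and −0.016, the mean of the pathway genes gave 9, 18 and 0.13, and raw Ct gave 7, 21 and 0.19. Using *hprt1* and *rpl13a* only, chosen after seeing the data, gave 10, 4 and −0.0097. The mean of the pathway genes includes *akt2l* and the other strongly lower genes, which pull it down and so raise all values relative to it. Each reference shifts all genes of a replicate alike, by construction, and also alters the standard errors, which with *acta1b*, *b2m* or *nono* alone were the same for all genes, at 0.38, 0.17 and 0.16. In these fits limma took a single spread common to all genes as known. Their p-values, and the calls that rest on them, may therefore be too favorable. With the standard errors of the main setting, chosen after seeing the data, the mean shift of *acta1b* (1.00) gave 3 lower and 76 higher genes, that of *b2m* (0.46) gave 6 and 51, and that of *nono* (−0.20) gave 41 and 1. Of the 16 lower genes, 0 became a higher call when the model was refitted with any of these normalizations, whereas the shift of *acta1b* with the main standard errors turned 8 of them into higher calls, and those of *b2m* and *nono* 0. The genes past the threshold in the same direction under all 9 normalizations chosen beforehand were *akt2l*, *ddit4* and *rragd*, which were lower, and *ins*, which was higher. Without *acta1b* alone, *irs1* and *rps6ka2* joined them. The call of *ddit4* with *acta1b* alone (standard error 0.38, adjusted p = 0.0394 from limma) lay near the threshold. So did that of *irs1* with *b2m* alone (standard error 0.17, adjusted p = 0.0232 from limma). Both rest on a standard error common to all genes, so they are weak. The log2 fold change of *akt2l* stayed between −6.50 and −5.30, that of *rragd* between −2.55 and −1.35, and that of *ddit4* between −2.08 and −0.87. That of *rps6ka2* was −0.25 with *acta1b* alone (adjusted p 0.520 from limma) and between −1.46 and −0.79 with the others.

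The number of genes at least 2-fold lower was 4 and became 2 with *acta1b* alone. It was 3 with all 5 reference genes, with *b2m* alone and with raw Ct, where *rps6ka2* fell short, 6 with *nono* alone, where *irs1* and *prkab2* were added, and 5 without WT replicate 2, where *irs1* was added. The number at least 2-fold higher was 0 and became 26 with *acta1b* alone, 2 with *b2m* alone, and 1 with all 5 reference genes, with the mean of the pathway genes and with raw Ct.

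With *acta1b* alone, the direction reversed for *irs1* (0.10), *prkab2* (0.19), *akt2* (0.60), *mapk3* (0.51) and *deptor* (0.63). With *b2m* alone it reversed for *akt2* (0.061) and *deptor* (0.092), and with *nono* alone for *gsk3b* (−0.081) and *rps6* (−0.20). Among the fits without 1 replicate, *gsk3b* ranged from −0.11 to 0.25 and *rps6* from −0.080 to 0.095, and *rps6* was −0.06 without WT replicate 1. The reference gene *b2m*, for which no test across genes was run, changed direction as well, from −0.46 to 0.54 with *acta1b* alone, and is counted below among the values that moved. Apart from the 12 reversals of genes with a test, 40 values of single genes lost the call and 7 gained it over all alternatives. Another 5 values, all of *b2m*, moved, and 190 were counted as the same. These counts leave out the 4 genes named by the paper. For genes with a test, the same means only that direction and call were kept. The size could still shift. With *acta1b* alone *ins* went from 0.86 to 1.86, and with *b2m* alone *mapk3* went from −0.49 to −0.03. The 190 also include the limits and filters on Ct, which moved nothing and say nothing about stability.

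Across the 6 fits that each left out 1 replicate, 10 to 15 genes were lower and 0 to 4 were higher, both lowest without WT replicate 3, where 8 higher genes had an unadjusted p under 0.05. The genes at least 2-fold higher ranged from 0 to 1, with 1 only without WT replicate 2, and the median from −0.14 to −0.06. Fewer replicates by construction lower the number of calls. In all 6 fits, 9 genes were lower with an adjusted p under 0.05, among them *akt2l*, *rragd*, *ddit4*, *rps6ka2* and *irs1*, and 0 genes were higher in all 6.

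An exact permutation test per gene left 0 lower and 0 higher genes after adjustment, also without adjustment, since its smallest p is 0.1, so it says nothing about stability.

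The replicate numbers do not pair the samples. The deviations from the genotype means of replicates with the same number had correlations across the 84 genes of −0.22, 0.09 and −0.05. With the replicate number as a block, 14 genes were lower and 2 higher, of which 13 and 2 are those of the main setting. In this fit the genes named here also had the same standard error, 0.16, so its p-values may be too small.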

Other observations

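The tests in this part were chosen only after the result was seen, except the splits of the replicates. The normalizations that the tests of the reference genes draw on were chosen beforehand, apart from *hprt1* and *rpl13a* only.

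The decrease of *akt2l* stood apart from all other genes of the mTOR array. The choice of reference genes was argued against, since the value closest to 0 over the normalizations chosen beforehand was −5.30. Less template in the *NOD1-1IS* -/- replicates was argued against as well, because the raw Ct of the 84 pathway genes differed by a median of −0.19 cycles from WT to *NOD1-1IS* -/- while that of *akt2l* differed by 6.00. The positive PCR control differed by −0.21 cycles, an earlier Ct in *NOD1-1IS* -/-, which argues against inhibited PCR. A sequence variant under the *akt2l* primers in one of the fish lines could delay the Ct without a change in expression, and it cannot be told apart from lower expression, because the array has 1 assay for *akt2l*. Variants carried along with the mutated *NOD1* locus that act on genes near them were argued against for the 4 genes named by the paper, since 0 of them lie on the chromosome of *nod1* in the assembly GRCz12tu. Linked variants that act on distant genes, and differences between the fish lines elsewhere in the genome, were not tested. A lower transcript level in *NOD1-1IS* -/-, which the paper reports, stays open beside these and the primer variant.

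The median log2 fold change of the 84 pathway genes was −0.11, and the choice of reference genes is a candidate explanation, since all 5 reference genes took it to 0.18. A change of *nono* relative to *hprt1* and *rpl13a* may explain it too. With *hprt1* and *rpl13a* only, chosen after seeing the data, the median was −0.0097. Of the 10 splits of the 6 replicates, 2 gave a median as far from 0, the real one included, so a general decrease of the pathway genes was not detectable beyond the spread between replicates.

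The 18 reverse transcription control wells gave no Ct in the 6 replicates. A failed reverse transcription was argued against, since 0 of the 534 gene wells were without a Ct. A reverse transcription without the control RNA that these wells detect is a candidate explanation, which would leave all 18 wells empty, and no other value bears on it. No biological explanation was tested.

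The array also reads transcripts whose proteins the paper measured on western blots, chosen here after their values were seen. The log2 fold change was −0.40 for *akt2* (adjusted p = 0.0324 from limma), 0.12 for *gsk3b* (adjusted p = 0.667) and 0.01 for *rps6* (adjusted p = 0.968). The value for *akt2* passed the threshold with the mean of *hprt1*, *nono* and *rpl13a*. With *acta1b* alone set aside, 1 of the 8 other normalizations chosen beforehand kept the call, *nono* alone. The direction changed with *b2m* alone and *acta1b* alone. Among the fits without 1 replicate, the adjusted p of *akt2* from limma reached 0.101. Relative to the median of the pathway genes, the log2 fold changes were −0.29 for *akt2*, 0.23 for *gsk3b* and 0.12 for *rps6*. The paper states that Akt, GSK3β and S6 were decreased at the protein level at 10 dpf.

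The paper reports by qRT-PCR at 10 dpf that *MAPK3* was decreased. On the mTOR array the log2 fold change of *mapk3*, which was chosen after its values were seen, was −0.49 (adjusted p = 0.0755 from limma). It depended on single replicates, and ranged from −0.68 to −0.31 among the fits without 1 replicate. Its adjusted p from limma was 0.00719 without *NOD1-1IS* -/- replicate 1 and 0.253 without WT replicate 3. With all replicates, the value was −0.49 as given above. Relative to the median of the pathway genes, the log2 fold change of *mapk3* was −0.38. With the direction of *mapk3* reversed by *acta1b* alone, its adjusted p from limma over the alternatives ranged from 2.00e-04 to 0.878. The low end came from *nono* alone, where all genes had the same standard error, and may be too small.

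The reference gene *acta1b*, an actin, was among the most decreased transcripts on the array, at −0.89 relative to the median of the pathway genes. The paper lists *acta1b* among the decreased genes of its custom immune array as well (Fig. 5a). Any quantity scaled to *acta1b* in these larvae is shifted by this amount relative to the median of the pathway genes.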
